# DUSP6 deletion protects mice and reduces disease severity in autoimmune arthritis

**DOI:** 10.1016/j.isci.2024.110158

**Published:** 2024-05-31

**Authors:** Teresina Laragione, Carolyn Harris, Natasha Rice, Percio S. Gulko

**Keywords:** Health sciences, Biological sciences, Physiology, Molecular biology, Immunology

## Abstract

Receptor tyrosine kinases (RTKs) have an important role in arthritis severity and in models of rheumatoid arthritis (RA), but their regulation is not fully understood. The dual specificity phosphatase 6 (DUSP6) has been implicated in the regulation of RTK signaling, but never in the context of arthritis and autoimmunity. We used the KRN serum-induced arthritis (KSIA) model of RA and showed that DUSP6^−/−^ mice were protected and had a 50% lower maximum arthritis score (*p* = 0.006) and reduced joint damage than C57BL/6 DUSP6+/+ controls. Serum levels of interleukin (IL) 10 were significantly increased (>2-fold), and IL6 decreased in DUSP6^−/−^ mice. DUSP6^−/−^ mice had increased numbers of IL10+ cells including Tr1 regulatory cells (*p* < 0.01). Introduction of the IL10^−/−^ into DUSP6^−/−^ (double knockout [KO]) reversed the DUSP6^−/−^ protection. In conclusion, this study reports a pro-arthritic role for DUSP6. This discovery has the potential to generate a previously unknown target for therapies for RA and inflammatory diseases.

## Highlights

• DUSP6 is associated with increased disease severity and joint damage in autoimmune arthritis
• Mice with a DUSP6 deletion are significantly protected, preserving normal joints
• DUSP6 knockout mice exhibit increased serum levels of IL10 and IL10-producing cells but reduced IL6
• DUSP6 is a potential therapeutic target for autoimmune and inflammatory diseases such as RA

## Introduction

Disease remission remains uncommon in rheumatoid arthritis (RA), and new and better treatments are needed. In order to develop new treatments, a better understanding of disease pathogenesis is required, with the identification of new therapeutic targets. Our previous studies showed that the Huntingtin-interacting protein 1 (HIP1) contributes to the invasive properties of RA fibroblast-like synoviocytes (FLSs) and of arthritis severity.^1^ HIP1 mediates receptor tyrosine kinase (RTK) signaling, underscoring the importance of these receptors and the RTK signaling pathway to RA.^1^ Several proteins and pathways mediate RTK intracellular signaling, and the dual specificity phosphatase 6 (DUSP6) has a central role in part of these processes.^2^^,^^3^ DUSP6 de-phosphorylates tyrosine and threonine to inactivate Erk and potentially other mitogen-activated protein (MAP) kinase proteins, which in turn regulate DUSP6 expression in a negative feedback.^2^^,^^4^^,^^5^ DUSP6 is expressed by RA synovial tissue-infiltrating T cells, B cells, and macrophages.^6^ Therefore, we hypothesized that DUSP6 might have a role in the pathogenesis of RA and in rodent models of RA.

In the present study we report that the deletion of DUSP6 significantly protected mice in a model of RA induced with the KRN arthritogenic serum. The DUSP6 knockout (KO) mice preserve a normal joint histology without erosions. We identified differences in B and T cell populations in DUSP6 KO mice and reduced expression of pro-inflammatory cytokines. We also show that the protective effect correlates with increased levels of interleukin (IL) 10 and is dependent on the production of IL10. These studies report a key role for DUSP6 in a model of RA and suggest that it may be a potential target for treatment.

## Results

### DUSP6 KO mice are protected and developed milder arthritis

Male and female DUSP6 KO and wild-type (WT) mice were studied in KRN serum-induced arthritis (KSIA) for fourteen days. DUSP6 KO males were protected and had lower arthritis severity scores compared with WT mice (Figure 1A). The difference was significant as early as day 4 (Figure 1; WT *n* = 15, DUSP6 KO *n* = 22, ∗*p* = 0.019; ∗∗*p* = 0.006). DUSP6 KO female mice also had significantly lower arthritis score (Figure 1A; WT *n* = 19, DUSP6 KO *n* = 18, ∗∗∗*p* < 0.006; ∗*p* = 0.02). The analyses of the median cumulative arthritis scores over time, representing the area under the curve, also revealed significantly lower scores in the combined male + female group (*p* = 0.0115; Mann-Whitney test), and in the female DUSP6 KO group, compared with WT (*p* = 0.05; Figure 1B). The median cumulative arthritis scores were lower in the male KO mice compared with WT but did not reach statistical significance (Figure 1B). Ankle diameters were also smaller in male and female KO mice compared with WT (Figure 1C; ∗*p* < 0.02, ∗∗*p* < 0.002).

**Figure 1:**
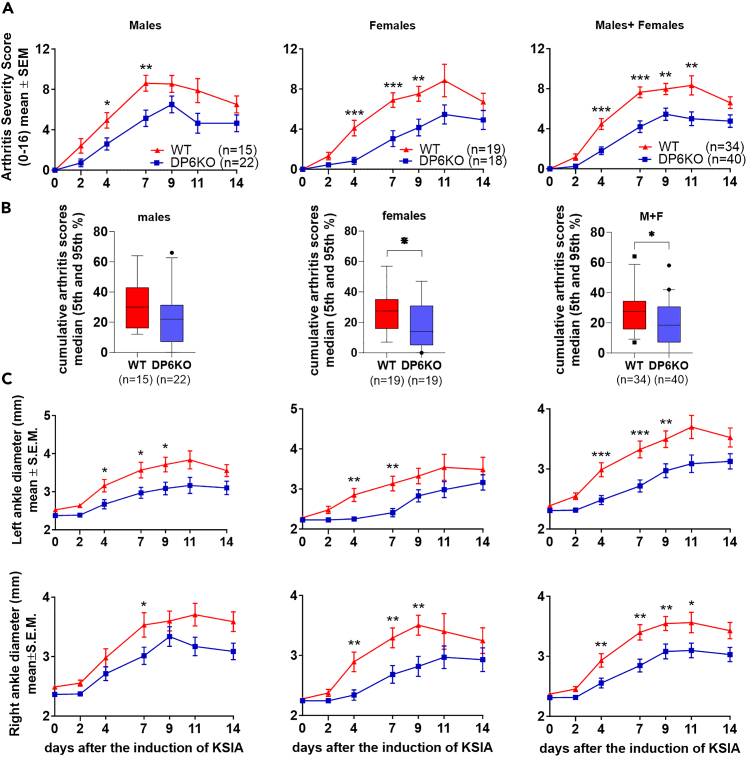
Male and female DUSP6 KO and WT arthritis severity scoring in KSIA (A) DUSP6 KO (DP6KO) males had significantly lower arthritis severity scored compared with C57BL/6 (WT). The difference was detected as early as day 4 (WT *n* = 15, DUSP6 KO *n* = 22, ∗*p* = 0.019; ∗∗*p* = 0.006). DUSP6 KO female mice also had significantly lower arthritis score (WT *n* = 19, DUSP6 KO *n* = 19, ∗∗∗*p* < 0.006; ∗p≤ = 0.05). Males and females were also analyzed together (males+females). (B) To analyze the area under the curves, the medians of the cumulative arthritis scores over time were compared. For combined males+females the median of the cumulative arthritis severity scores (DUSP6 KO median = 18.5; *n* = 40; WT median = 27.5; *n* = 34) was significantly different (∗*p* = 0.0115). The female group comparison (Fem DUSP6 KO median = 14; *n* = 19; Fem WT median = 27.5; *n* = 19) was also significantly different (∗*p* = 0.05). The median cumulative arthritis scores of males were lower in the DUSP6 KO mice compared with WT (male DUSP6 KO median = 22; *n* = 22; WT median = 30; *n* = 15) but did not reach statistical significance. (C) Ankle diameters were significantly smaller in male and female KO mice compared with WT at day 4, 7, and 9 (male WT *n* = 15, DUSP6 KO *n* = 23: female WT *n* = 19, DUSP6 KO *n* = 17; ∗*p* ≤ = 0.05, ∗∗*p* < 0.002; t test).

Histology analysis was done on ankles obtained at the end of the 14-day KSIA study. DUSP6 KO mice had a nearly normal architecture, with significantly lower scores for synovial hyperplasia, synovial inflammation, and cartilage and bone erosions, compared with WT mice (Figures 2A and 2B).

**Figure 2:**
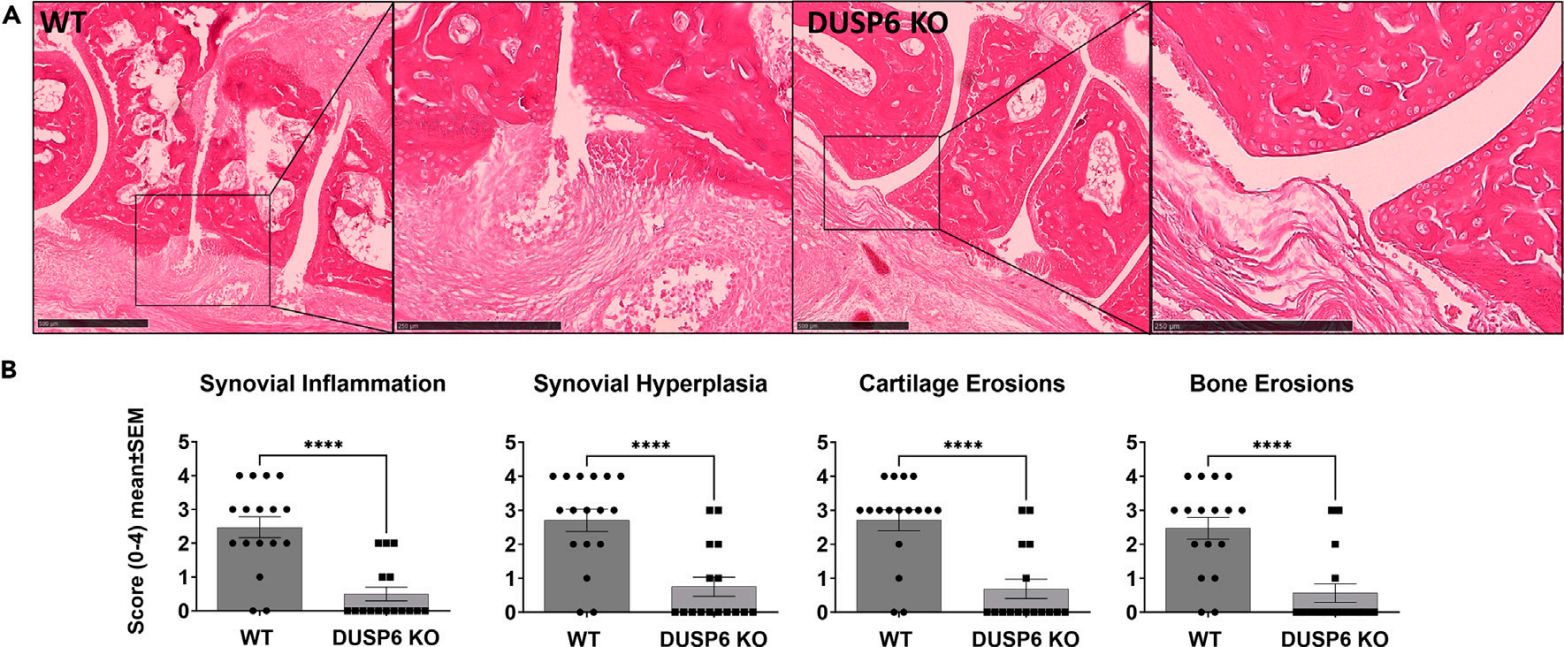
Ankle histology and histology scoring (A) C57BL/6 (WT; *n* = 17) ankle joints had pronounced synovial hyperplasia and erosive changes (ankles collected on day 9 of KSIA; size bar is 500 μm on main image and 250 μm in the magnified area), while DUSP6 KO (*n* = 16) preserved a normal joint architecture with no significant synovial hyperplasia or erosions. (B) Histology sections were scored as described, and DUSP6 KO mice had significantly lower scores for inflammation, synovial hyperplasia, and cartilage and bone erosions (t test, ∗∗∗∗*p* < 0.0001).

### Increased serum levels of IL10 and reduced levels of IL6 in DUSP6 KO mice

Serum was collected from male mice at the peak of KSIA (day 9). Levels of IL10 were significantly increased by nearly 3-fold in DUSP6 KO serum compared with WT mice (Figure 3; ∗∗∗*p* = 0.0001). Serum levels of IL6 were significantly lower in DUSP6 KO mice at nearly 50% of the levels of WT mice (Figure 3; ∗*p* = 0.03). Levels of tumor necrosis factor alpha (TNF-α) and IL1β were very low and not significantly different between KO and WT (Figure 3). Levels of interferon (IFN) γ were not significantly different (Figure 3).

**Figure 3:**
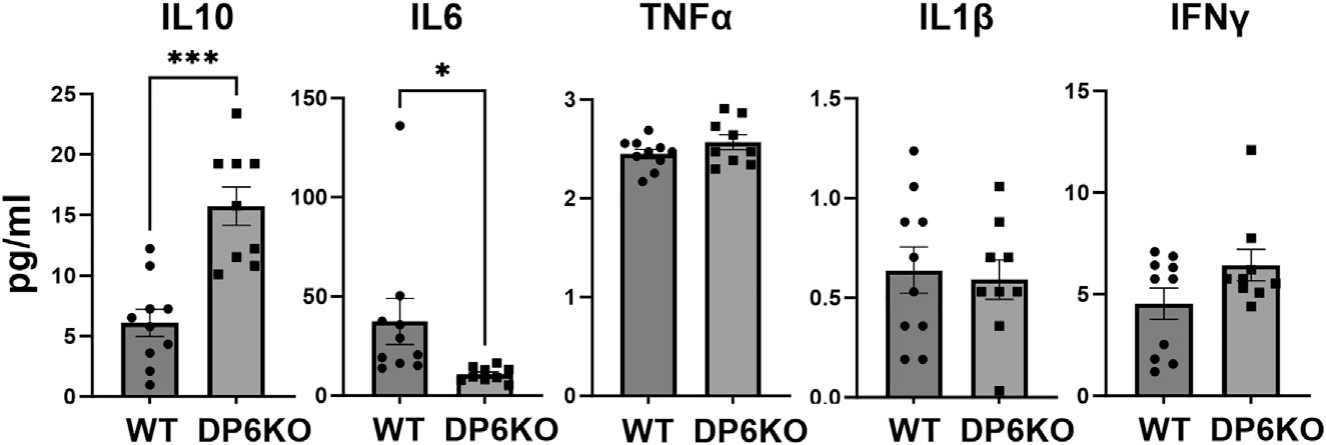
Serum levels of cytokines in DUSP6 KO and C57BL/6 (WT) with KSIA Serum levels of IL10 were significantly higher in DUSP6 KO (*n* = 9) versus WT mice (*n* = 10) (greater that 2-fold higher; ∗∗∗*p* = 0.0001). Serum levels of IL6 were significantly lower in the DUSP6 KO mice (less than 50%; ∗*p* = 0.03). Levels of IL1β and TNF-α were not significantly different between the two groups. Levels of IFNγ were higher in the KO mice, but that was not statistically significant.

### DUSP6 KO mice have increased numbers of IL10+ cells

We next examined whether the deletion of DUSP6 could affect the numbers of T and B cell subsets implicated in arthritis and autoimmunity. Given the increased serum levels of IL10 in DUSP6 KO mice, we aimed to determine the potential cellular source of IL10. Flow cytometry analyses of male splenocytes obtained on day 9 (disease peak) following the induction of KSIA revealed increased total number of IL10+ cells in DUSP6 KO mice. That included an increased number of CD4+IL10+ (Figure 4; *p* = 0.03), CD4-IL10+ (Figure 4; *p* = 0.03), and Tr1 (CD4^+^CD45^−^CD49b+LAG3+IL10+) cells (Figure 4; *p* = 0.008). Numbers of CD19+IL10 + B cells were also increased in DUSP6 KO males (Figure 4; *p* = 0.007; see Figure S1 for gating). Numbers of Th17 cells, Tfh cells, total CD4+Foxp3+, CD4+Foxp3+IL10+ Tregs, and myeloid CD11b+Gr1+ were not significantly different between DUSP6 KO and WT (see Figure S2).

**Figure 4:**
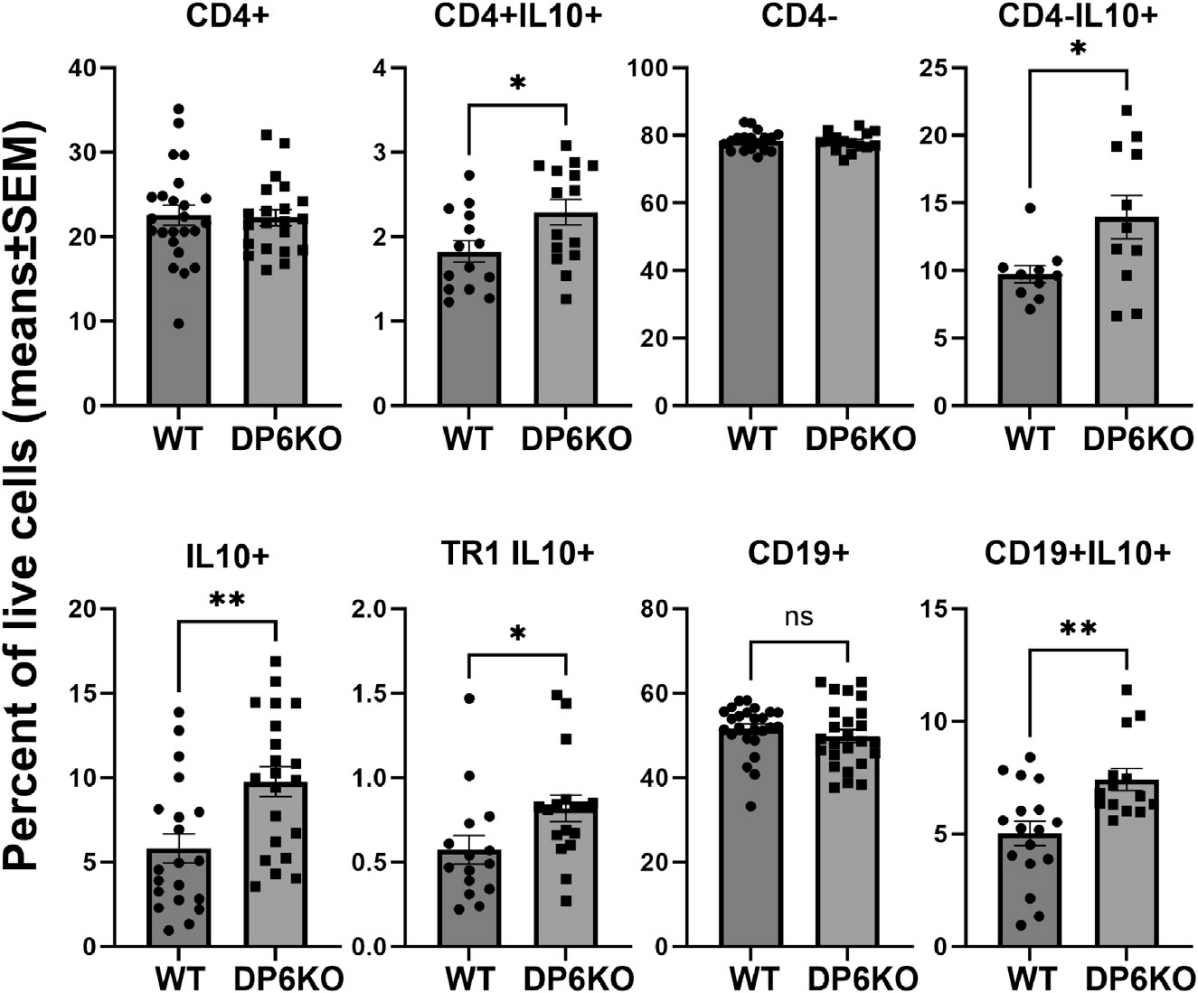
Flow cytometry analysis of male splenocytes in KSIA Numbers of total CD4^+^ T cells and CD19^+^ B cells did not differ between DUSP6 KO (*n* = 21) and WT (*n* = 23). However, IL10+ cells were increased in DUSP6 KO mice compared with C57BL/6 (WT). Both CD4+IL10+ and CD4-IL10+ cells were significantly increased in DUSP6 KO (DP6 KO) mice, compared with WT mice (∗*p* ≤ 0.04). IL10-producing Tr1 cells (CD4^+^CD45^−^CD49b+LAG3+IL10+) and CD19+IL10 + B cells were also increased in DUSP6 KO (∗*p* ≤ 0.04).

### The introduction of the IL10 KO reverses the arthritis protection seen in DUSP6 KO

Following the observation of increased serum levels of IL10, as well as increased frequency of IL10+ cells in the DUSP6 KO mice, we hypothesized that IL10 was mediating the arthritis-protective effect observed in DUSP6 KO mice. To test that hypothesis, we generated IL10 and DUSP6 double KO mice.

While DUSP6 KO mice were again protected in the KSIA model, the IL10 KO and the double KO mice developed severe disease with arthritis scores higher than those of the C57BL/6 WT mice (Figures 5A and 5B). These observations confirmed that the DUSP6 KO arthritis protection is dependent on the production of IL10.

**Figure 5:**
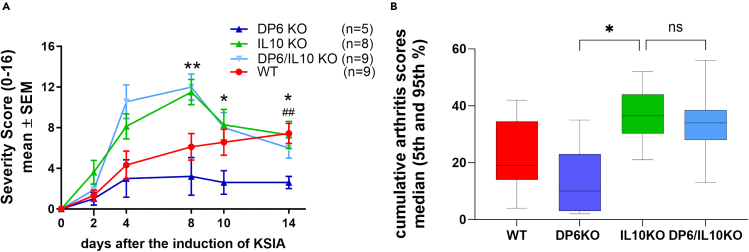
KSIA studies in IL10/DUSP6 double KO mice (A) DUSP6 KO (DP6KO; dark blue line; *n* = 5) males had significantly lower arthritis severity scores compared with C57BL/6 (WT; red line; *n* = 9; ##*p* = 0.0039, t test). IL10 KO mice (green line; *n* = 8) were not protected and developed arthritis more severe than the WT mice. IL10 KO introduced into the DUSP6 KO completely reversed the protection conferred by the DUSP6 KO, and double KO mice (light blue line; *n* = 9) developed disease similar to the IL10 KO, and significantly more severe than the WT and DUSP6 KO (∗*p* = 0.02; ∗∗*p* = 0.001; t test). (B) Cumulative arthritis scores (area under the curve) from the same experiment shown in (A) showing lower median scores in DUSP6 KO (dark blue) compared with C57BL/6 (WT; red), IL10 KO (green), and DUSP6/IL10 double KO mice (light blue) (∗*p* = 0.0132, Kruskal-Wallis test).

### Transcriptomic analysis of spleens from WT and DUSP6 KO mice with KSIA revealed differences in Erk pathway and cytokine regulation and secretion

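Spleens of 5 DUSP6 KO and 5 WT male mice were taken at day 9 of KRN serum-induced arthritis (KSIA), in which serum of arthritic mice carrying the KRN T cell receptor transfers the disease, and 1 RNA library per spleen was sequenced. The sample labels call the mutant genotype a knockdown, and the paper calls it a knockout (KO), the name used here. The authors aligned the reads with Hisat2, counted them per gene with featureCounts and deposited FPKM values, fragment counts divided by gene length and library depth, for 54532 genes. The genome build is not named in the paper's text. Of these genes, 54495 are in release 21 of the mouse GENCODE annotation (GRCm38), and 53585 (98.3%) have identical coordinates there, so positions are given on GRCm38. In each library, FPKM multiplied by gene length was a whole multiple of a single step for 100% of the values, and the read counts were recovered from it. The DUSP6 KO libraries held 14990474 to 19822673 reads (median 17298955) and the WT libraries 15611652 to 18422147 (median 16201982), a difference within the spread between libraries (two-sided exact permutation test, p = 0.60). The deleted gene, Dusp6, was at 0.428, 0.624, 0.458, 0.383 and 0.308 FPKM in DUSP6 KO replicates 26, 21, 73, 01 and 03, and at 19.4, 24.0, 19.4, 16.6 and 17.7 FPKM in WT replicates 65, 67, 73, 77 and 83. Xist was at most 0.0206 FPKM and the Y-linked Ddx3y at least 14.4 FPKM in every library, so both groups were male. Over the 20 pairs of replicates within a group, the chi-square per gene was 14.7 to 169, far above sampling noise, so each library was counted as 1 replicate. Gene expression was compared with limma (lmFit and eBayes with trend) on log2(FPKM + 0.1) for the 21296 genes with a mean of at least 0.1 FPKM, with Benjamini-Hochberg adjustment. Fold changes on this scale understate the change of genes with low values.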

We used RNA sequencing to analyze gene expression in the spleens from WT and DUSP6 KO mice at day 9 after KSIA. These studies aimed at characterizing pathways and cellular processes significantly affected by the presence or absence of DUSP6.

There were 657 genes expressed in increased levels and 705 expressed in decreased levels in spleens of DUSP6 KO mice, compared with WT. 

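In the limma comparison of the 5 DUSP6 KO and 5 WT spleens, 559 genes had higher and 646 had lower expression in DUSP6 KO at an unadjusted p under 0.05, together 5.66% of the genes tested, where 1065 genes are expected at that threshold if no gene changed. After Benjamini-Hochberg adjustment, 8 genes were higher and 7 lower at an adjusted p of 0.05 or less. These counts moved most when DUSP6 KO replicate 21 was left out, to 21 higher and 13 lower genes. At the unadjusted threshold, the higher genes outnumbered the lower genes with quantile normalization (650 and 574). The genes listed in the paper's Tables S3 and S4 number 657 and 705, all with an unadjusted p under 0.05 in those tables, and the paper's adjusted p is 0.05 or less for 74 and 37 of them. Of the listed genes, 577 and 637 passed the expression filter used here, and 100% of both changed in the listed direction. An unadjusted p under 0.05 was found for 423 of the listed higher genes and 494 of the listed lower genes. The 8 higher and 7 lower genes with an adjusted p of 0.05 or less are all in the paper's lists, which were drawn from the same libraries and are not independent of them. The paper's adjusted p is 0.05 or less for 8 of the higher and 5 of the lower genes, and it is 1 for Gm26393 and Gm14843.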

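Table S1 lists the genes by which each Gene Ontology (GO) term was called. For regulation of the ERK1 and ERK2 cascade it lists 25 genes, and all 25 were higher in DUSP6 KO spleens, with a median log2 fold change of 0.56. Of these, 20 had an unadjusted p under 0.05 in limma, 19 passed when adjusted over the list alone, and 0 passed when adjusted over all genes tested. For negative regulation of this cascade, 8 genes are listed, with a median log2 fold change of 0.55, of which 7 had an unadjusted p under 0.05 and 7 passed when adjusted over the list alone, against 0 over all genes. The members were chosen on these same libraries, so the counts over the lists alone are not independent evidence. A separate list of 20 ERK targets and feedback genes was set before the data were examined, and 19 of them were expressed above the filter. Their median log2 fold change was 0.25, with 17 of the 19 higher in DUSP6 KO. An unadjusted p under 0.05 was found for 6 of them, 4 passed when adjusted over the list alone and 0 over all genes. The mean log2 value of the list was 1.72 ± 0.18 (SD, n = 5) in DUSP6 KO and 1.38 ± 0.12 (SD, n = 5) in WT, and all 5 DUSP6 KO spleens were above every WT spleen (two-sided exact permutation test, p = 0.0079, the smallest that 5 mice against 5 allow; 0.063 adjusted over the 16 lists tested). The list was past the threshold in limma's camera with a preset correlation (adjusted p = 7.2e-08) and not in fry (0.058) or in camera with an estimated correlation (0.14), under which none of the 16 lists passed. Tables S3 and S4, drawn from these same libraries, contain 9 of the 20 genes.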

Among the genes expressed in increased levels DUSP6 KO spleens, there was a significant enrichment for Gene Ontology (GO) pathways and processes involved in “regulation of ERK1 and ERK2 cascade” and “negative regulation of ERK1 and ERK2 cascade” (Figure 6A), which is a pathway known to be regulated by DUSP6. “Cartilage development,” “regulation of cellular response to growth factor stimulus,” and “transmembrane receptor tyrosine kinase activity” were also among the processes enriched in DUSP6 KO (Figure 6A; Table S1).

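Of the 15 genes listed in Table S1 for cartilage development, 13 passed the expression filter, all higher in DUSP6 KO, with a median log2 fold change of 0.53 and 10 at an unadjusted limma p under 0.05. The largest of these changes was that of Gdf6, at 10.3 ± 5.3 FPKM (SD, n = 5) in DUSP6 KO and 4.17 ± 0.82 FPKM (SD, n = 5) in WT. The term for regulation of the cellular response to growth factor has 18 listed genes, with a median log2 fold change of 0.41 and 12 at an unadjusted p under 0.05. The listed term that matches the receptor kinase activity is named transmembrane receptor protein kinase activity in Table S1, and its 10 genes had a median log2 fold change of 0.37, with 7 at an unadjusted p under 0.05. When adjusted over the list alone, 10, 4 and 6 genes of the 3 terms passed, and 0 passed when adjusted over all genes tested. The most highly expressed of the receptor genes, Csf1r, was at 154 ± 19 FPKM in DUSP6 KO and 118 ± 13 FPKM in WT (SD, n = 5 each).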

**Figure 6:**
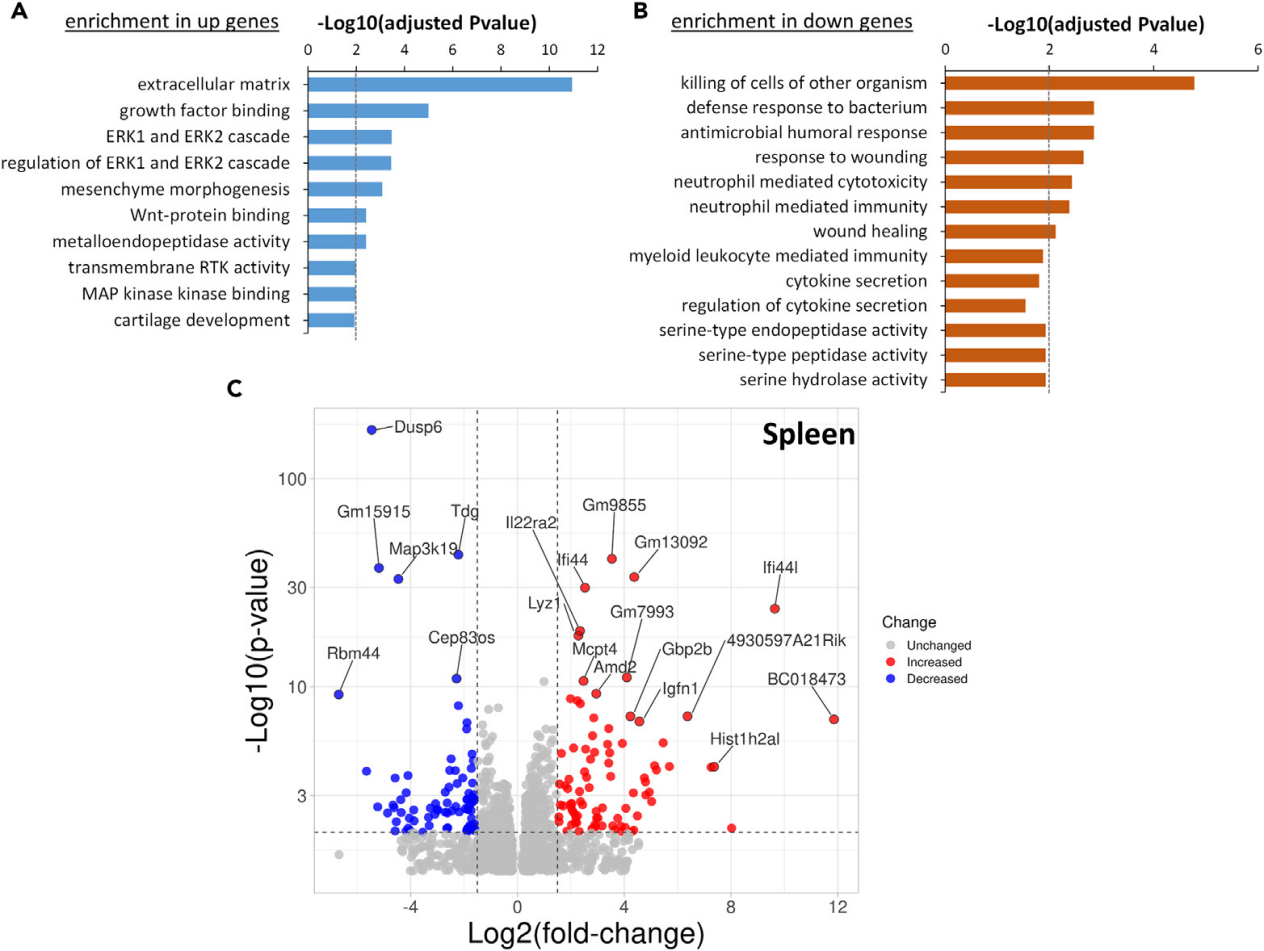
RNA sequencing and analyses of spleens from DUSP6 KO and C57BL/6 (WT) mice with KSIA (A) GO pathways and processes enriched among the genes expressed in increased levels in DUSP6 KO mice, compared with WT mice. (B) GO pathways and process enriched among the genes expressed in lower levels in DUSP6 KO mice. (C) Volcano plot showing the differentially expressed genes (red = increased expression in DUSP6 KO; blue = decreased expression in DUSP6 KO; gray = unchanged).

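The 12 terms of Figure 6A and of the text that were called among the higher genes hold 99 genes together, of which 91 passed the expression filter and 66 had an unadjusted limma p under 0.05 in the listed direction. The 13 terms called among the lower genes hold 66 genes, of which 63 passed the filter and 49 had an unadjusted p under 0.05. None of these 99 and 66 genes had an adjusted p of 0.05 or less over all genes tested. The count of 66 fell to 42 when DUSP6 KO replicate 21 was left out, and the count of 49 fell to 27 when DUSP6 KO replicate 01 was left out and to 32 without WT replicate 73. The terms overlap. The 14 genes of regulation of cytokine secretion are all among the 16 of cytokine secretion, and the 5 genes of neutrophil mediated cytotoxicity are all among the 7 of neutrophil mediated immunity.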

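The 15 genes with an adjusted limma p of 0.05 or less had no overlap between the 5 DUSP6 KO and the 5 WT values, a separation that chance gives to 0.794% of genes. They were chosen by a low p in the same libraries, so the separation is not independent evidence. Of these, 9 encode proteins and 7 lie on chromosome 10, the chromosome of Dusp6. The higher genes were Ifi44l, Gm9855, Gm13092, Ifi44, Il22ra2, Lyz1, Wdfy1 and Gm18666, and the lower genes were Dusp6, Gm15915, Tdg, Map3k19, Gm14843, Gm26393 and Lta4h. Gm14843 was at 0 reads in all DUSP6 KO libraries and at 1 to 3 reads in the WT libraries, and Gm26393 at 0 reads and 1 to 7 reads, so that no fold change is given for them. Of the 29 genes in Table 1, all 29 changed in the listed direction, 25 without overlap between the groups, and 9 had an adjusted p of 0.05 or less over all genes tested. The 28 of these genes that passed the expression filter all passed when adjusted over the list alone, which is not independent evidence because the study chose the list on these libraries. The processed pseudogene Gm13092 was at 37.1 ± 11.5 FPKM (SD, n = 5) in DUSP6 KO and 1.81 ± 0.94 FPKM (SD, n = 5) in WT. Of its 260 bases, 258 align to Snrpf with 98.8% identity, so its reads are uncertain. Snrpf, which lies within 20 Mb of Dusp6, had a log2 fold change of −0.56 (limma adjusted p = 0.80). The pseudogene Gm18666, of 958 bases, aligns to D2hgdh over 567 bases with 99.6% identity, so its reads are uncertain too. D2hgdh had a log2 fold change of −0.91 (limma adjusted p = 0.29).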

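The 16 genes listed in Table S2 for cytokine secretion had a median log2 fold change of −0.57 in DUSP6 KO spleens against WT, with 12 at an unadjusted limma p under 0.05. For serine-type endopeptidase activity, 12 of the 14 listed genes passed the expression filter, with a median log2 fold change of −1.11 and 8 at an unadjusted p under 0.05. The protease gene Prss34 had the lowest p among them and was at 2.58 ± 1.24 FPKM (SD, n = 5) in DUSP6 KO and 11.9 ± 6.6 FPKM (SD, n = 5) in WT, without overlap between the groups. The 7 genes of neutrophil mediated immunity had a median log2 fold change of −0.79 and 5 had an unadjusted p under 0.05. None of these genes passed when adjusted over all genes tested. When adjusted over the list alone, 7 genes of cytokine secretion, 3 of serine-type endopeptidase activity and 0 of neutrophil mediated immunity passed, which is not independent evidence because the study chose them on these libraries. In 3 neutrophil gene lists set before the data were examined, the median log2 fold change was −1.02 for primary granule genes of progenitors, −1.18 for secondary granule genes and −0.61 for genes of mature neutrophils. These lists passed the threshold in camera with a preset correlation, but their mean log2 values differed between the groups by less than two-sided exact permutation tests can separate from the spread between mice (p = 0.087, 0.063 and 0.079). The secondary granule list was at 4.04 ± 0.70 (SD, n = 5) in DUSP6 KO and 5.17 ± 0.93 (SD, n = 5) in WT, and its median log2 fold change was −0.79 when WT replicate 77, the highest library, was left out. With each library left out in turn, the median of the primary granule list lay between −1.36 and −0.62. That of the mature neutrophil list lay between −0.78 and −0.47. Tables S3 and S4, drawn from these same libraries, contain 5 of the 6 primary granule genes. They also contain 9 of the 9 secondary granule genes and 4 of the 8 mature neutrophil genes.

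**Figure D1:**
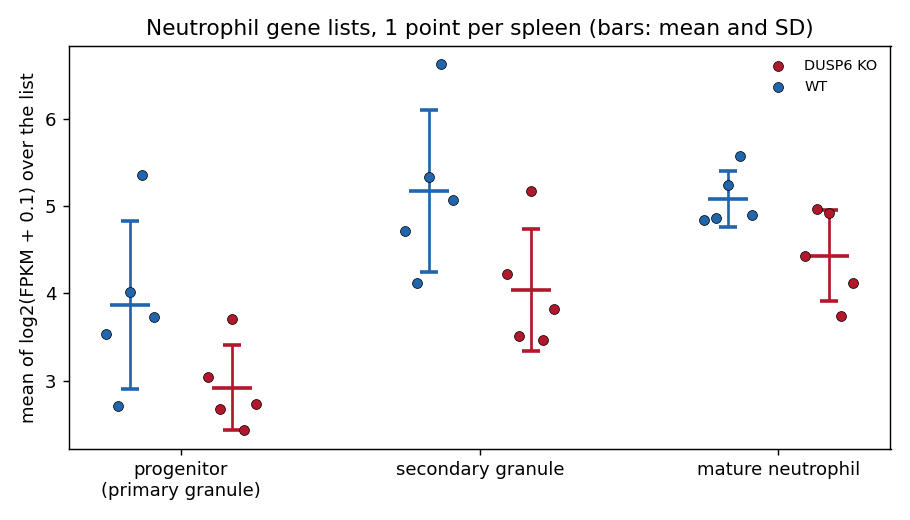
Mean of log2(FPKM + 0.1) over 3 neutrophil gene lists, with 1 point per spleen and bars for the mean and SD of the 5 DUSP6 KO (red) and 5 WT (blue) mice. The groups overlap in each list, and WT replicate 77 is the highest point of the secondary granule list at 6.62.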

Among the genes expressed in decreased levels in spleens from DUSP6 KO mice, there was a significant enrichment for GO pathways and processes involved in “regulation of cytokine secretion,” “cytokine secretion,” “serine-type endopeptidase activity,” “neutrophil-mediated toxicity,” “neutrophil-mediated immunity,” and others (Figure 6B; Table S2).

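Ifi44l (ENSMUSG00000039146, chromosome 3, 151758737 to 151762892) was at 9.01 ± 2.50 FPKM (SD, n = 5) in DUSP6 KO spleens, and in WT it had 0 or 1 read per library, so that its expression was at least 72.6-fold higher in DUSP6 KO (limma adjusted p = 1.8e-07). Il22ra2 (ENSMUSG00000039760) was at 10.7 ± 2.6 FPKM in DUSP6 KO and 2.11 ± 0.79 FPKM in WT (SD, n = 5 each), a log2 fold change of 2.33 (standard error 0.27, limma adjusted p = 0.0090). Igfn1 (ENSMUSG00000051985) was under the expression filter, with 13 to 32 reads in DUSP6 KO and 0 to 3 in WT, and was at least 6.31-fold higher in DUSP6 KO. Its adjusted p was 0.12 in the limma fit without a filter. Spry1 (ENSMUSG00000037211, chromosome 3) rose from 2.30 ± 0.59 FPKM in WT to 4.81 ± 1.09 FPKM in DUSP6 KO (SD, n = 5 each), with a log2 fold change of 1.04 and a limma adjusted p of 0.24. Spry4 (chromosome 18) had a log2 fold change of 0.74 (limma adjusted p = 0.37), and Spry2 (chromosome 14) one of 0.55 (limma adjusted p = 0.46). By p-value, Spry1, Spry4 and Spry2 ranked 15, 43 and 77 among the higher genes. Each of the 6 genes was higher in every DUSP6 KO spleen than in every WT spleen (two-sided exact permutation test, p = 0.0079 for each, the smallest that 5 mice against 5 allow).

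**Figure D2:**
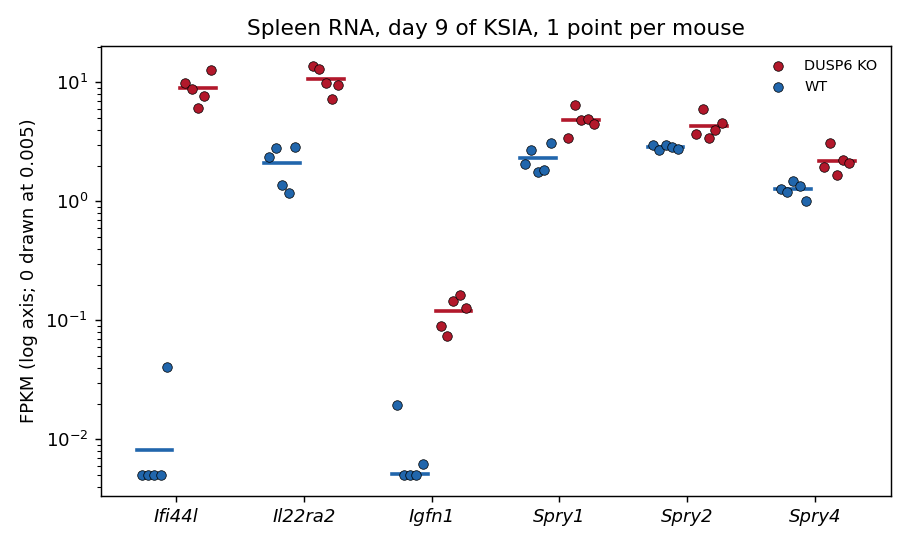
FPKM (log axis, with values of 0 drawn at 0.005) of Ifi44l, Il22ra2, Igfn1, Spry1, Spry2 and Spry4 in the spleens of 5 DUSP6 KO (red) and 5 WT (blue) mice, with 1 point per mouse and a line at each group's mean. The groups are fully apart for each gene, by the widest margin for Ifi44l and by the narrowest for the Spry genes.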

Genes with the most significantly increased expression in the spleens of DUSP6 KO mice included Ifi44l, IL22ra2, Igfn1, Spry1, Spy2, and Spry4 (Figure 6C, Tables 1 and S3). 

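Dusp6 (ENSMUSG00000019960, chromosome 10, 99263231 to 99267489) was at 0.440 ± 0.117 FPKM (SD, n = 5) in DUSP6 KO and 19.4 ± 2.8 FPKM (SD, n = 5) in WT, a log2 fold change of −5.19 (standard error 0.16, limma adjusted p = 1.3e-07). Map3k19 (ENSMUSG00000051590, chromosome 1) was at 0.0735 ± 0.0412 FPKM in DUSP6 KO and 1.57 ± 0.43 FPKM in WT (SD, n = 5 each), with a log2 fold change of −3.25 (limma adjusted p = 0.00031). Tdg (ENSMUSG00000034674, chromosome 10, 82629828 to 82650799) had a log2 fold change of −2.16 (limma adjusted p = 4.5e-05). Its processed pseudogene Gm9855, which aligns to Tdg over all of its 1194 bases with 99.2% identity, rose by a log2 fold change of 3.42, so the reads of both genes are uncertain. Utp14b (log2 fold change −1.22, limma adjusted p = 0.30), Vcan (−1.50, 0.26) and Lum (−1.57, 0.46) did not pass after adjustment. With limma voom on the recovered reads, Vcan did (adjusted p = 0.024, against up to 0.53 over the other alternatives). Utp14b overlaps Acsl3 on the same strand, and with DUSP6 KO replicate 21 left out its limma adjusted p was 0.021, against up to 0.52 over the other alternatives. Dusp11 (chromosome 6) was at 16.0 ± 0.7 FPKM in DUSP6 KO and 18.4 ± 1.0 FPKM in WT (SD, n = 5 each), a log2 fold change of −0.20 (limma adjusted p = 0.64) that ranked 161 among the lower genes. All of these lower genes but Utp14b were below every WT value in all 5 DUSP6 KO spleens (two-sided exact permutation test, p = 0.0079). On chromosome 10, Tdg lies 16.6 Mb and Lum 1.69 Mb from Dusp6. Lta4h lies at 5.78 Mb, Gm15915 at 5.58 Mb and Lyz1 at 18.0 Mb.

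**Figure D3:**
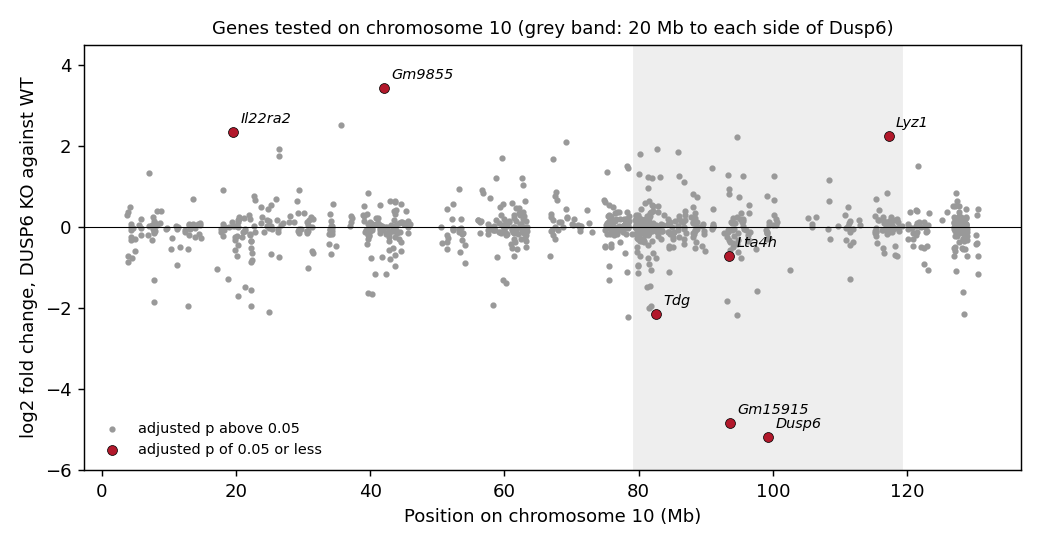
Log2 fold change of each gene tested on chromosome 10, DUSP6 KO against WT (n = 5 each), by its position in Mb on GRCm38. Red points have a limma adjusted p of 0.05 or less, grey points do not, and the grey band is 20 Mb to each side of Dusp6, which holds Tdg, Lta4h, Gm15915 and Lyz1 besides Dusp6.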

The genes with the most significantly decreased expression in the spleens of DUSP6 KO mice included DUSP6 (as expected), DUSP11, Map3k19, Tdg, Vcan, Lum, and Utp14b (Figure 6C, Tables 1 and S4).

**Table 1:** Selected list of the most significantly differentially expressed genes (DEGs) in DUSP6 KO spleens compared with WT controls

Gene name	Gene description	log2FoldChange	*p* value	adjusted *p* value^a^
**Lowest expression in DUSP6 KO spleens**				

Dusp6	dual specificity phosphatase 6	−5.455637762	4.21E-172	8.31E-168
Tdg	thymine DNA glycosylase	−2.210974592	7.65E-44	7.55E-40
Gm15915	predicted gene 15915	−5.184162876	6.20E-38	3.06E-34
Map3k19	mitogen-activated protein kinase kinase kinase 19	−4.457313704	1.20E-33	3.95E-30
Cep83os	centrosomal protein 83, opposite strand	−2.279335737	1.14E-11	1.87E-08
Prss34	protease, serine 34	−2.208480251	7.72E-09	7.61E-06
Lta4h	leukotriene A4 hydrolase	−0.712882833	1.19E-08	1.12E-05
Igkv14-126	immunoglobulin kappa variable 14-126	−1.074613836	1.62E-08	1.45E-05
Vcan	versican	−1.886980899	1.87E-07	0.000132086
Fmod	fibromodulin	−1.305573056	2.73E-07	0.000185929
Utp14b	UTP14B small subunit processome component	−1.28150536	1.10E-06	0.000637502
Hspb1	heat shock protein 1	−1.023999559	3.11E-06	0.001534878
Lum	lumican	−2.482552511	3.13E-05	0.009803572
Serpina3b	serine (or cysteine) peptidase inhibitor, clade A, member 3B	−1.649480753	3.84E-05	0.011650612

**Highest expression in DUSP6 KO spleens**				

Ifi44	interferon-induced protein 44	2.531444893	1.22E-30	3.44E-27
Ifi44l	interferon-induced protein 44 like	9.64041653	1.93E-24	4.76E-21
Il22ra2	interleukin-22 receptor, alpha 2	2.3451977	2.84E-19	6.21E-16
Lyz1	lysozyme 1	2.285229623	2.46E-18	4.86E-15
Mcpt4	mast cell protease 4	2.475596145	2.19E-11	3.33E-08
Gbp2b	guanylate binding protein 2b	4.232183645	6.24E-08	5.13E-05
Igfn1	immunoglobulin-like and fibronectin type III domain 1	4.570498524	1.53E-07	0.000112111
Spry1	sprouty RTK signaling antagonist 1	1.067053521	5.41E-07	0.000333668
Sparc	secreted acidic cysteine rich glycoprotein	0.762553462	1.28E-06	0.000722354
Cd207	CD207 antigen	2.814615455	1.52E-06	0.000834997
Cd300ld4	CD300 molecule like family member D4	3.930944527	4.51E-06	0.002023418
Marco	macrophage receptor with collagenous structure	0.745474916	7.49E-06	0.003144185
Cd209b	CD209b antigen	0.91581455	9.25E-06	0.003723817
Adcy1	adenylate cyclase 1	1.11216131	2.73E-05	0.008828631
Spry4	sprouty RTK signaling antagonist 4	0.807915727	3.01E-05	0.009589767

a Adjusted for multiple comparisons.

## Discussion

RA is a common chronic autoimmune and inflammatory disease, and disease remission remains uncommon with current treatments.^7^ Better understanding of disease pathogenesis is key to the discovery of new and better targets for treatment. To our knowledge, this is the first time that DUSP6 is implicated in the pathogenesis of arthritis severity in a model of RA. DUSP6 KO mice were protected and had lower arthritis severity scores and lower joint histology damage scores and erosions. Additionally, levels of the pathogenic cytokine IL6 were significantly decreased in the blood of DUSP6 KO mice, with increased levels of IL10. T cells and B cells from DUSP6 KO mice also expressed increased levels of IL10, which led us to hypothesize that the DUSP6 KO protection was dependent on IL10. Indeed, the introduction of the IL10 KO into the DUSP6 KO (double KO) abrogated the protection conferred by the DUSP6 KO.

IL10 suppresses immune responses, including reducing complement^8^ and neutrophil activation,^9^ two central components in the pathogenesis of KSIA.^10^^,^^11^ IL10 is produced by different cell types, such as macrophages, T cells, and B cell,^12^^,^^13^^,^^14^ including those infiltrating the RA synovial tissues.^6^ Indeed, we observed increased numbers of IL10-producing CD4^+^ and CD4^−^cells. These included Tr1 and Breg (IL10+) cells, and both may be contributing to the protective effect observed in the present study. Foxp3+ Treg cells can produce IL10; however, we did not observe significant difference in numbers of Foxp3+ Treg cells.

Our findings raise the possibility that DUSP6 has a suppressive effect on the transcription of the IL10 gene. While the direct connection between DUSP6 and IL10 transcription was not examined in this study, Erk is required for the IL10 transcription,^15^ and DUSP6 KO mice have increased Erk activation^16^ and enrichment of Erk pathway genes as described in this study, supporting the model.

DUSP6 is expressed by synovial tissue-infiltrating T cells, B cells, and macrophages,^6^ and it is known to inactivate the MAP kinase signaling pathways, most significantly via de-phosphorylation of Erk.^3^^,^^4^^,^^17^ Either deletion and/or inhibition of DUSP6 increases Erk activation.^3^^,^^4^^,^^17^ Our transcriptomic analyses detected “enrichment of Erk1/Erk2 pathway genes” and “MAP kinase kinase binding” in spleens from DUSP6 KO mice, compared with WT, in line with existing knowledge. 

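MAP kinase kinase binding has 9 genes in Table S1, with a median log2 fold change of 0.42 in DUSP6 KO spleens and 6 at an unadjusted limma p under 0.05, while 0 passed when adjusted over all genes tested. Of the 9 genes, 7 (Pdgfrb, Epha4, Csf1r, Tek, Ryk, Fgfr3 and Ephb4) are receptor kinases that are also listed for transmembrane receptor protein kinase activity, so the 2 terms are not separate observations. Ace, which is not a kinase, had the lowest limma p of the 9 and was at 9.38 ± 2.11 FPKM (SD, n = 5) in DUSP6 KO and 5.07 ± 1.83 FPKM (SD, n = 5) in WT.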

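The 7 genes listed for Wnt-protein binding had a median log2 fold change of 0.41 in DUSP6 KO spleens, and 6 had an unadjusted limma p under 0.05. Wls, with the largest change, was at 8.57 ± 3.53 FPKM (SD, n = 5) in DUSP6 KO and 3.60 ± 0.40 FPKM (SD, n = 5) in WT. For the extracellular matrix, 43 genes are listed, of which 36 passed the expression filter with a median log2 fold change of 0.43 and 19 had an unadjusted p under 0.05. Sparc, with the lowest p of these, was at 127 ± 27 FPKM in DUSP6 KO and 75.3 ± 6.3 FPKM in WT (SD, n = 5 each). None of the genes of either term passed when adjusted over all genes tested. The extracellular matrix genes Vcan, Fmod and Lum changed the other way, with log2 fold changes of −1.50, −1.38 and −1.57.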

Enrichment for “transmembrane RTK activity” was detected, as DUSP6 is known to regulate RTK signaling.^2^^,^^3^ “Wnt-protein binding” and “extracellular matrix” pathways were also enriched.

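Il22ra2 encodes an antagonist of IL22 and lies on chromosome 10 of GRCm38 from 19621998 to 19634681, 79.6 Mb from Dusp6. Its reads numbered 362 to 635 in the DUSP6 KO libraries and 49 to 133 in the WT libraries. The log2 fold change stayed between 2.16 and 2.46 when each of the 10 libraries was left out in turn, with a limma adjusted p of at most 0.040. The gene ranked 5 by p-value among the higher genes. No read of Il22 was counted in any library, so expression of the ligand was not detectable at this depth.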

Among the genes with the most significantly increased expression in DUSP6 KO spleens was IL22ra2. IL22ra2 is an antagonist of IL22, and its levels are down-regulated in the inflamed colon^18^ but up-regulated in human atopic dermatitis and psoriasis lesions in clinical remission^19^ and IL22ra2 has been implicated in suppressing inflammation.^20^ The transcriptional regulation of IL22ra2 has not yet been elucidated, but our observations raise the possibility that DUSP6 may suppress its expression.

Among the down-regulated genes in DUSP6 KO, we observed an enrichment for genes implicated in the regulation of cytokine secretion, suggesting that DUSP6 may regulate the activity of non-RTK receptors also. 

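Among the genes listed for cytokine secretion, Ms4a2 had the lowest limma p, at 0.319 ± 0.066 FPKM (SD, n = 5) in DUSP6 KO and 0.736 ± 0.135 FPKM (SD, n = 5) in WT. Ccl3 was at 1.13 ± 0.54 FPKM in DUSP6 KO and 2.42 ± 0.79 FPKM in WT (SD, n = 5 each). Il10 itself is among the 16 listed lower genes, with 0 to 11 reads in the DUSP6 KO libraries and 2 to 23 in the WT libraries. From the enrichment the paper proposes that DUSP6 may also regulate the activity of receptors other than receptor tyrosine kinases.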

In support of that, a DUSP6 inhibitor was recently reported to suppress TLR4-induced activation of nuclear factor κB (NF-κB) and the expression of IL1β, IL6, and TNF-α in mouse macrophages.^21^ We observed reduced *in vivo* serum levels of IL6 in arthritic DUSP6 KO mice, further suggesting a role for DUSP6 in the signaling of other receptors.

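Elane was at 26.4 ± 9.7 FPKM (SD, n = 5) in DUSP6 KO and 70.4 ± 59.1 FPKM (SD, n = 5) in WT, and Ctsg at 7.90 ± 4.91 FPKM and 22.3 ± 20.5 FPKM. S100a8 was at 267 ± 146 FPKM in DUSP6 KO and 604 ± 388 FPKM in WT (SD, n = 5 each), and S100a9 had a log2 fold change of −1.14. These differences of means lie within or close to the spread between WT mice, and none of the 4 genes had a limma adjusted p under 0.75.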

Neutrophil-mediated immunity and neutrophil-related process were also among the pathways enriched in the down-regulated genes. While we did not observe difference in numbers of neutrophils between DUSP6 KO and WT, neutrophils function can be enhanced by DUSP6, and KO mice were reported to have attenuated acute inflammation after myocardial infarction.^5^ However, that model is not directly translated to ours as it does not involve IL10. But it will be important to examine the role of DUSP6 in neutrophil functions in arthritis.

DUSP6 deletion was also shown to protect mice with dextran sulfate sodium (DSS)-induced colitis, a non-autoimmune model of inflammatory bowel disease,^22^ though the precise mechanism was not clear. DUSP6 KO mice are healthy, further suggesting that *in vivo* inhibition of this phosphatase has potential.

In conclusion, we describe a role for DUSP6 in autoimmune arthritis. To our knowledge, this is the first time that DUSP6 KO mice are studied in a model of autoimmune disease, and we show that these mice are significantly protected and have reduced levels of pro-inflammatory cytokines, and increased levels of IL10 and IL10-producing cells. We further demonstrate a key role for IL10 in mediating the DUSP6 KO protective effect and consider DUSP6 as a potential target for therapeutic development for RA and other autoimmune diseases.

### Limitations of the study

While we examined joint histology, we did not examine the transcriptome of the synovial tissues and how those are affected by the presence or absence of DUSP6. That should be a natural next step.

We described a new role for DUSP6 in the regulation of IL10 expression. It will be important to characterize the underlying mechanism of the DUSP6 regulation on IL10 and IL6 expression, as well as DUSP6-specific target signaling pathways in arthritis.

We also observed an enrichment of neutrophil-related pathways among the down-regulated genes in DUSP6 KO mice. Neutrophils have a central role in RA and KSIA pathogenesis. These observations raise the possibility that DUSP6 may also affect neutrophil migration and/or function in arthritis.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

anti-CD4-Vioblue (clone: VIT4)	Miltenyi Biotec, Germany	Cat# 130-114-725
anti-CD25-APC (clone: 4E3)	Miltenyi Biotec, Germany	Cat# 130-113-846
anti-Foxp3-PE (clone: 3G3)	Miltenyi Biotec, Germany	Cat# 130-125-587
anti-CD4-Pacific blue (clone: RM4-5)	Biolegend, San Diego, CA	Cat# 100531
anti-IL-17-PerCP/Cy5.5 (clone: TC11-18H10.1)	Biolegend, San Diego, CA	Cat# 506920
anti-CD45RA-PE (clone: 14.8)	BD Biosciences	Cat# 553380
anti-CD49B-PeCy7 (clone: DX-5)	Biolegend, San Diego, CA	Cat# 108922
anti-LAG3-APC (clone: C9B7W)	BD Biosciences	Cat# 562346
anti-IL10-PerCP/Cy5.5 (clone: JES5-16E3)	Biolegend, San Diego, CA	Cat# 505027
anti-CXCR5-biotin-APC (clone 2G8)	BD Biosciences	Cat# 560615
anti-PD1-PeCy7 (clone: RMP1-30)	Biolegend, San Diego, CA	Cat# 109110
anti-BCL6-PE (Clone: IG191E/A8)	Biolegend, San Diego, CA	Cat# 648304

**Critical commercial assays**		

Milliplex mouse cytokine magnetic bead panel	EMD Millipore, MA.	MCYTMAG-70K-PX32

**Deposited data**		

RNA-sequencing	This study	GSE268216

**Experimental models: Organisms/strains**		

KRN TCR transgenic mice	Mathis/Benoist Lab (Boston, MA)	N/A
DUSP6 KO (Dusp6tm1Jmol)	Jackson Labs, Maine	Strain #009069
IL10 knockout (KO) (B6.129P2-IL10tm1Cgn/J)	Jackson Labs, Maine	Strain #002251
C57BL/6J (wild-type, or WT, which are DUSP6^+/+^ and IL10^+/+^)	Jackson Labs, Maine	Strain #000664
NOD/ShiLtJ	Jackson Labs, Maine	Strain #001976

### Resource availability

#### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact, Percio S. Gulko ().

#### Materials availability

This study did not generate new unique reagents.

#### Data and code availability

All data reported in this paper will be shared by the lead contact upon request. RNA-seq data have been deposited at NCBI with accession number GSE268216 and are publicly available as of the date of publication. Accession numbers are also listed in the key resources table. This paper does not report original code. Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request.

### Experimental model and study participant details

#### Mice

DUSP6 KO (Dusp6tm1Jmol), IL-10 knockout (KO) (B6.129P2-IL10tm1Cgn/J), C57BL/6J (wild-type, or WT, which are DUSP6^+/+^ and IL10^+/+^), and NOD/ShiLtJ (NOD) mice were purchased from the Jackson Laboratories (Farmington, CT) and housed under specific pathogen-free conditions. DUSP6/IL10 double KO mice were generated at Mount Sinai by intercrossing the strains twice (F2), following by confirmation of the homozygous KO genotypes and expansion of the strain. Mice 8-12 weeks-old were used in all experiments. KRN TCR transgenic mice (gift from Christophe Benoist, Boston, MA) were crossed with NOD (KRN x NOD F1) to generate the arthritogenic serum (below). Experiments were conducted under a protocol approved by the Mount Sinai Institutional Animal Care and Use Committee and followed the ARRIVE guidelines.

### Method details

#### KRN serum-induced arthritis (KSIA)

Arthritogenic serum was collected from the 60-day-old arthritic offspring of KRN x NOD F1 cross. Serum from different batches was pooled and administered to Male and female DUSP6-KO, DUSP6/IL10 double KO, and WT mice at 100 μL IP on days 0 and 2. Mice typically develop arthritis on day 3, and were scored three times a week for 6 to 15 days (25, 26).

#### Arthritis severity scoring

The clinical arthritis score was determined according to a scoring scale ranging from 0 to 16 per mouse per day as previously reported where 1 = swelling and erythema in a single joint, 2 = swelling and erythema in more than one joint, 3 = swelling of the entire paw and 4 = swelling of paw and inability to bear weight.^1^^,^^23^ Ankle diameters were measure with a digital caliper.

#### Histology and histological scoring

At the end of the arthritis observation period mice were euthanized, the paws fixed in 10% formaldehyde and then decalcified with a solution containing hydrochloric acid and 0.1 M EDTA (Cal-Ex; Fisher Scientific, Fairlawn, NJ). Tissues were embedded in paraffin, and slides prepared and stained with hematoxylin-eosin. The slides were evaluated in a non-blinded manner with a combined scoring system that included the following parameters: synovial inflammation, synovial hyperplasia, cartilage and bone erosions, as previously described^24^^,^^25^^,^^26^^,^^27^^,^^28^ (Methods S1).

#### Cytokine quantification

Twenty-five μL of serum were used to detect cytokine with Milliplex mouse Cytokine magnetic bead panel (EMD Millipore, MA).

#### Flow cytometry analysis

Spleens were collected and individually prepared, stained and analyzed as previously described.^28^ Briefly, splenocyte single cell suspensions (1×10^6^) were stained with fluorescent-labelled monoclonal antibodies for cell surface antigens and incubated for 10 min at 25°C. Cytofix/CytopermTM (BD Bioscience, San Jose, CA) were used to fix and permeabilize cells for intracellular staining. Fixed cells were stained with fluorochrome-conjugated antibodies for 1 h at 4°C in the dark. CD4^+^CD25+Foxp3+ regulatory T cells (Tregs) were stained using anti-CD4-Vioblue (clone: VIT4), anti-CD25-APC (clone: 4E3) and anti-Foxp3-PE (clone: 3G3) (all from Miltenyi, Bergisch Gladbach, Germany). Th17 cells were analyzed using anti-CD4-Pacific blue (clone: RM4-5) and anti-IL-17-PerCP/Cy5.5 (clone: TC11-18H10.1). Tr1 cells were identified by anti-CD4-Pacific blue (clone: RM4-5), anti-CD45RA-PE (clone: 14.8), anti-CD49B-PeCy7 (clone: DX-5), anti-LAG3-APC (clone: C9B7W) and anti-IL-10-PerCP/Cy5.5 (clone: JES5-16E3). Lastly, Tfh cells were stained with anti-CD4-Pacific blue (clone: RM4-5), anti-CXCR5-biotin-APC (clone 2G8), anti-PD1-PeCy7 (clone: RMP1-30), anti-BCL6-PE (Clone: IG191E/A8) and anti-IL 10-PerCP/Cy5.5 (clone: JES5-16E3) (antibodies from Biolegend or BD Bioscience). At least 50,000 cells were acquired per sample. All samples were acquired on a BD LSRII (BD Biosciences) or an Attune (Thermo Fisher) flow cytometer, and analyzed with *De Novo* FCS Express (Pasadena, CA).

#### RNA sequencing

Total RNA isolated extracted from five different spleens from WT and five from DUSP6 KO mice, and quantified by Nanodrop. 400 ng per tissue per mouse was sent to Novogene (Beijing, China) for sequencing and analyses (Methods S2). Volcano plot was the generated with VolcaNoseR.^29^

### Quantification and statistical analysis

Means were compared with the t-test, and medians were compared with the Kruskal-Wallis test (multiple groups) or the Mann-Whitney test (single group comparisons) using GraphPad Prism 10 (San Diego, CA).

# Supplementary material for: DUSP6 deletion protects mice and reduces disease severity in autoimmune arthritis
**Source:** iScience. 2024 May 31;27(6):110158. doi: 10.1016/j.isci.2024.110158
**Supplement:** Document S1, Figures S1, S2, Methods S1, and S2

**Supplemental information**

**DUSP6 deletion protects mice and reduces  
disease severity in autoimmune arthritis**

**Teresina Laragione, Carolyn Harris, Natasha Rice, and Percio S. Gulko**

Supplementary figure 1

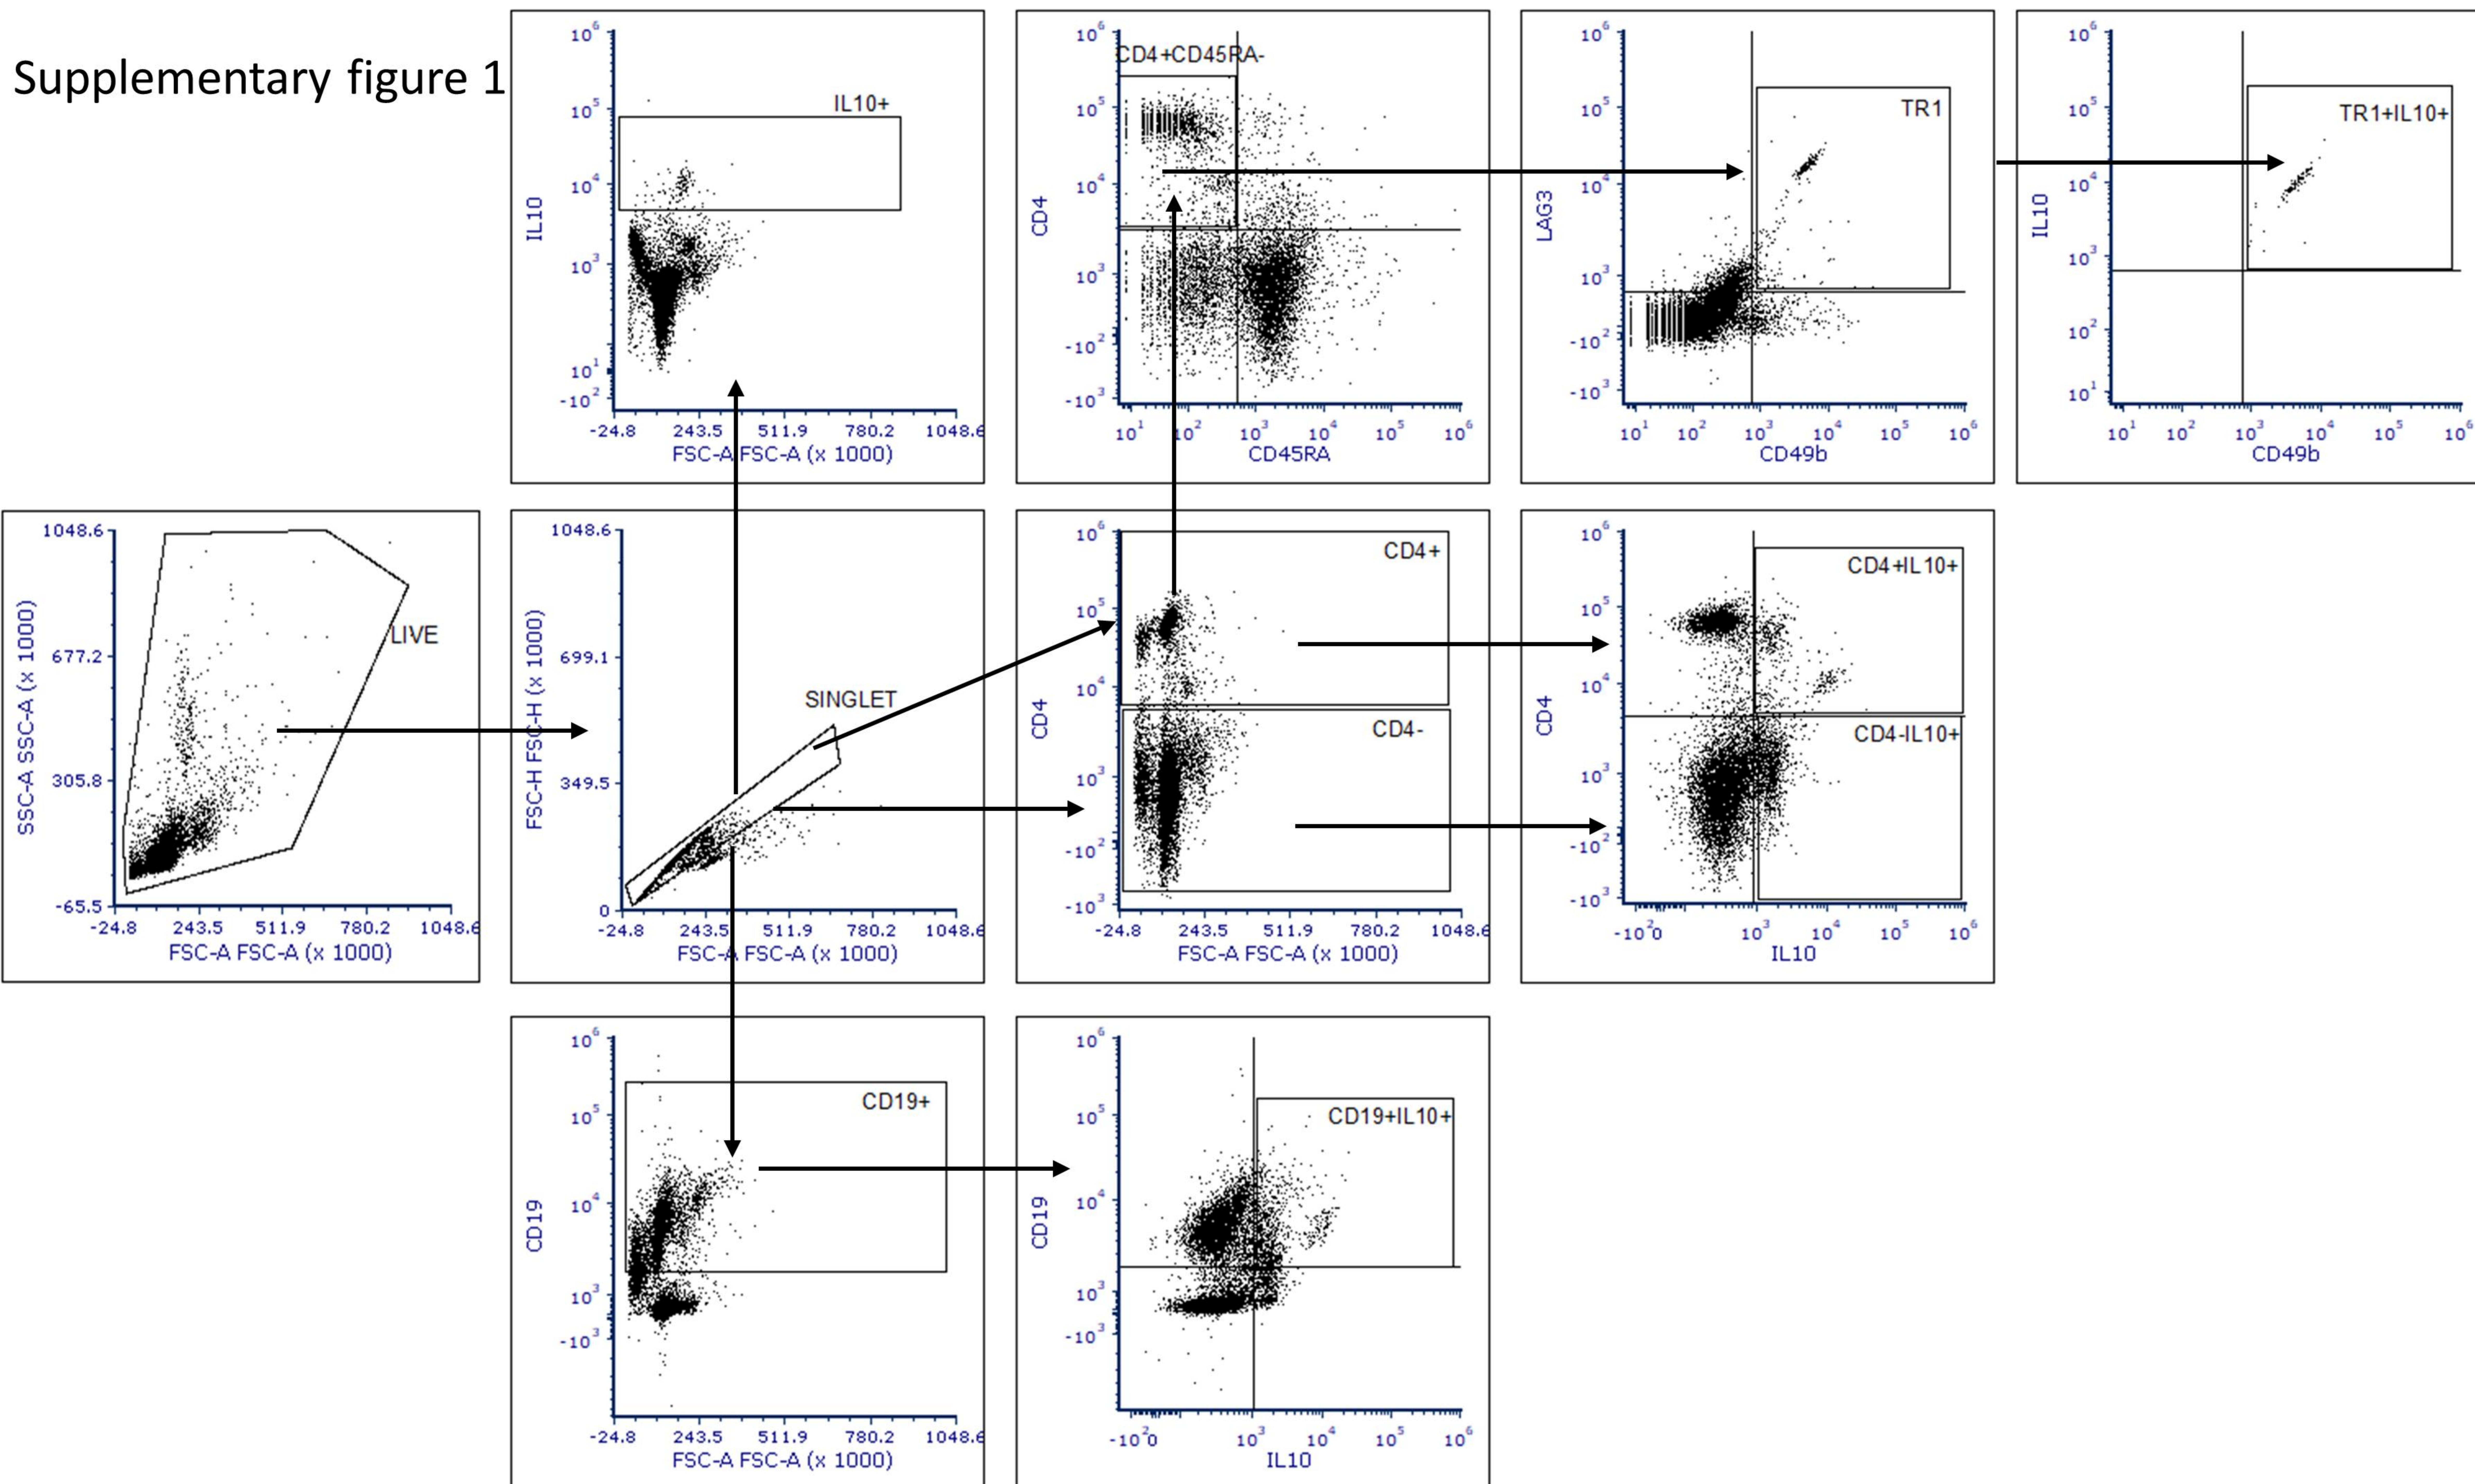

Supplementary figure 2

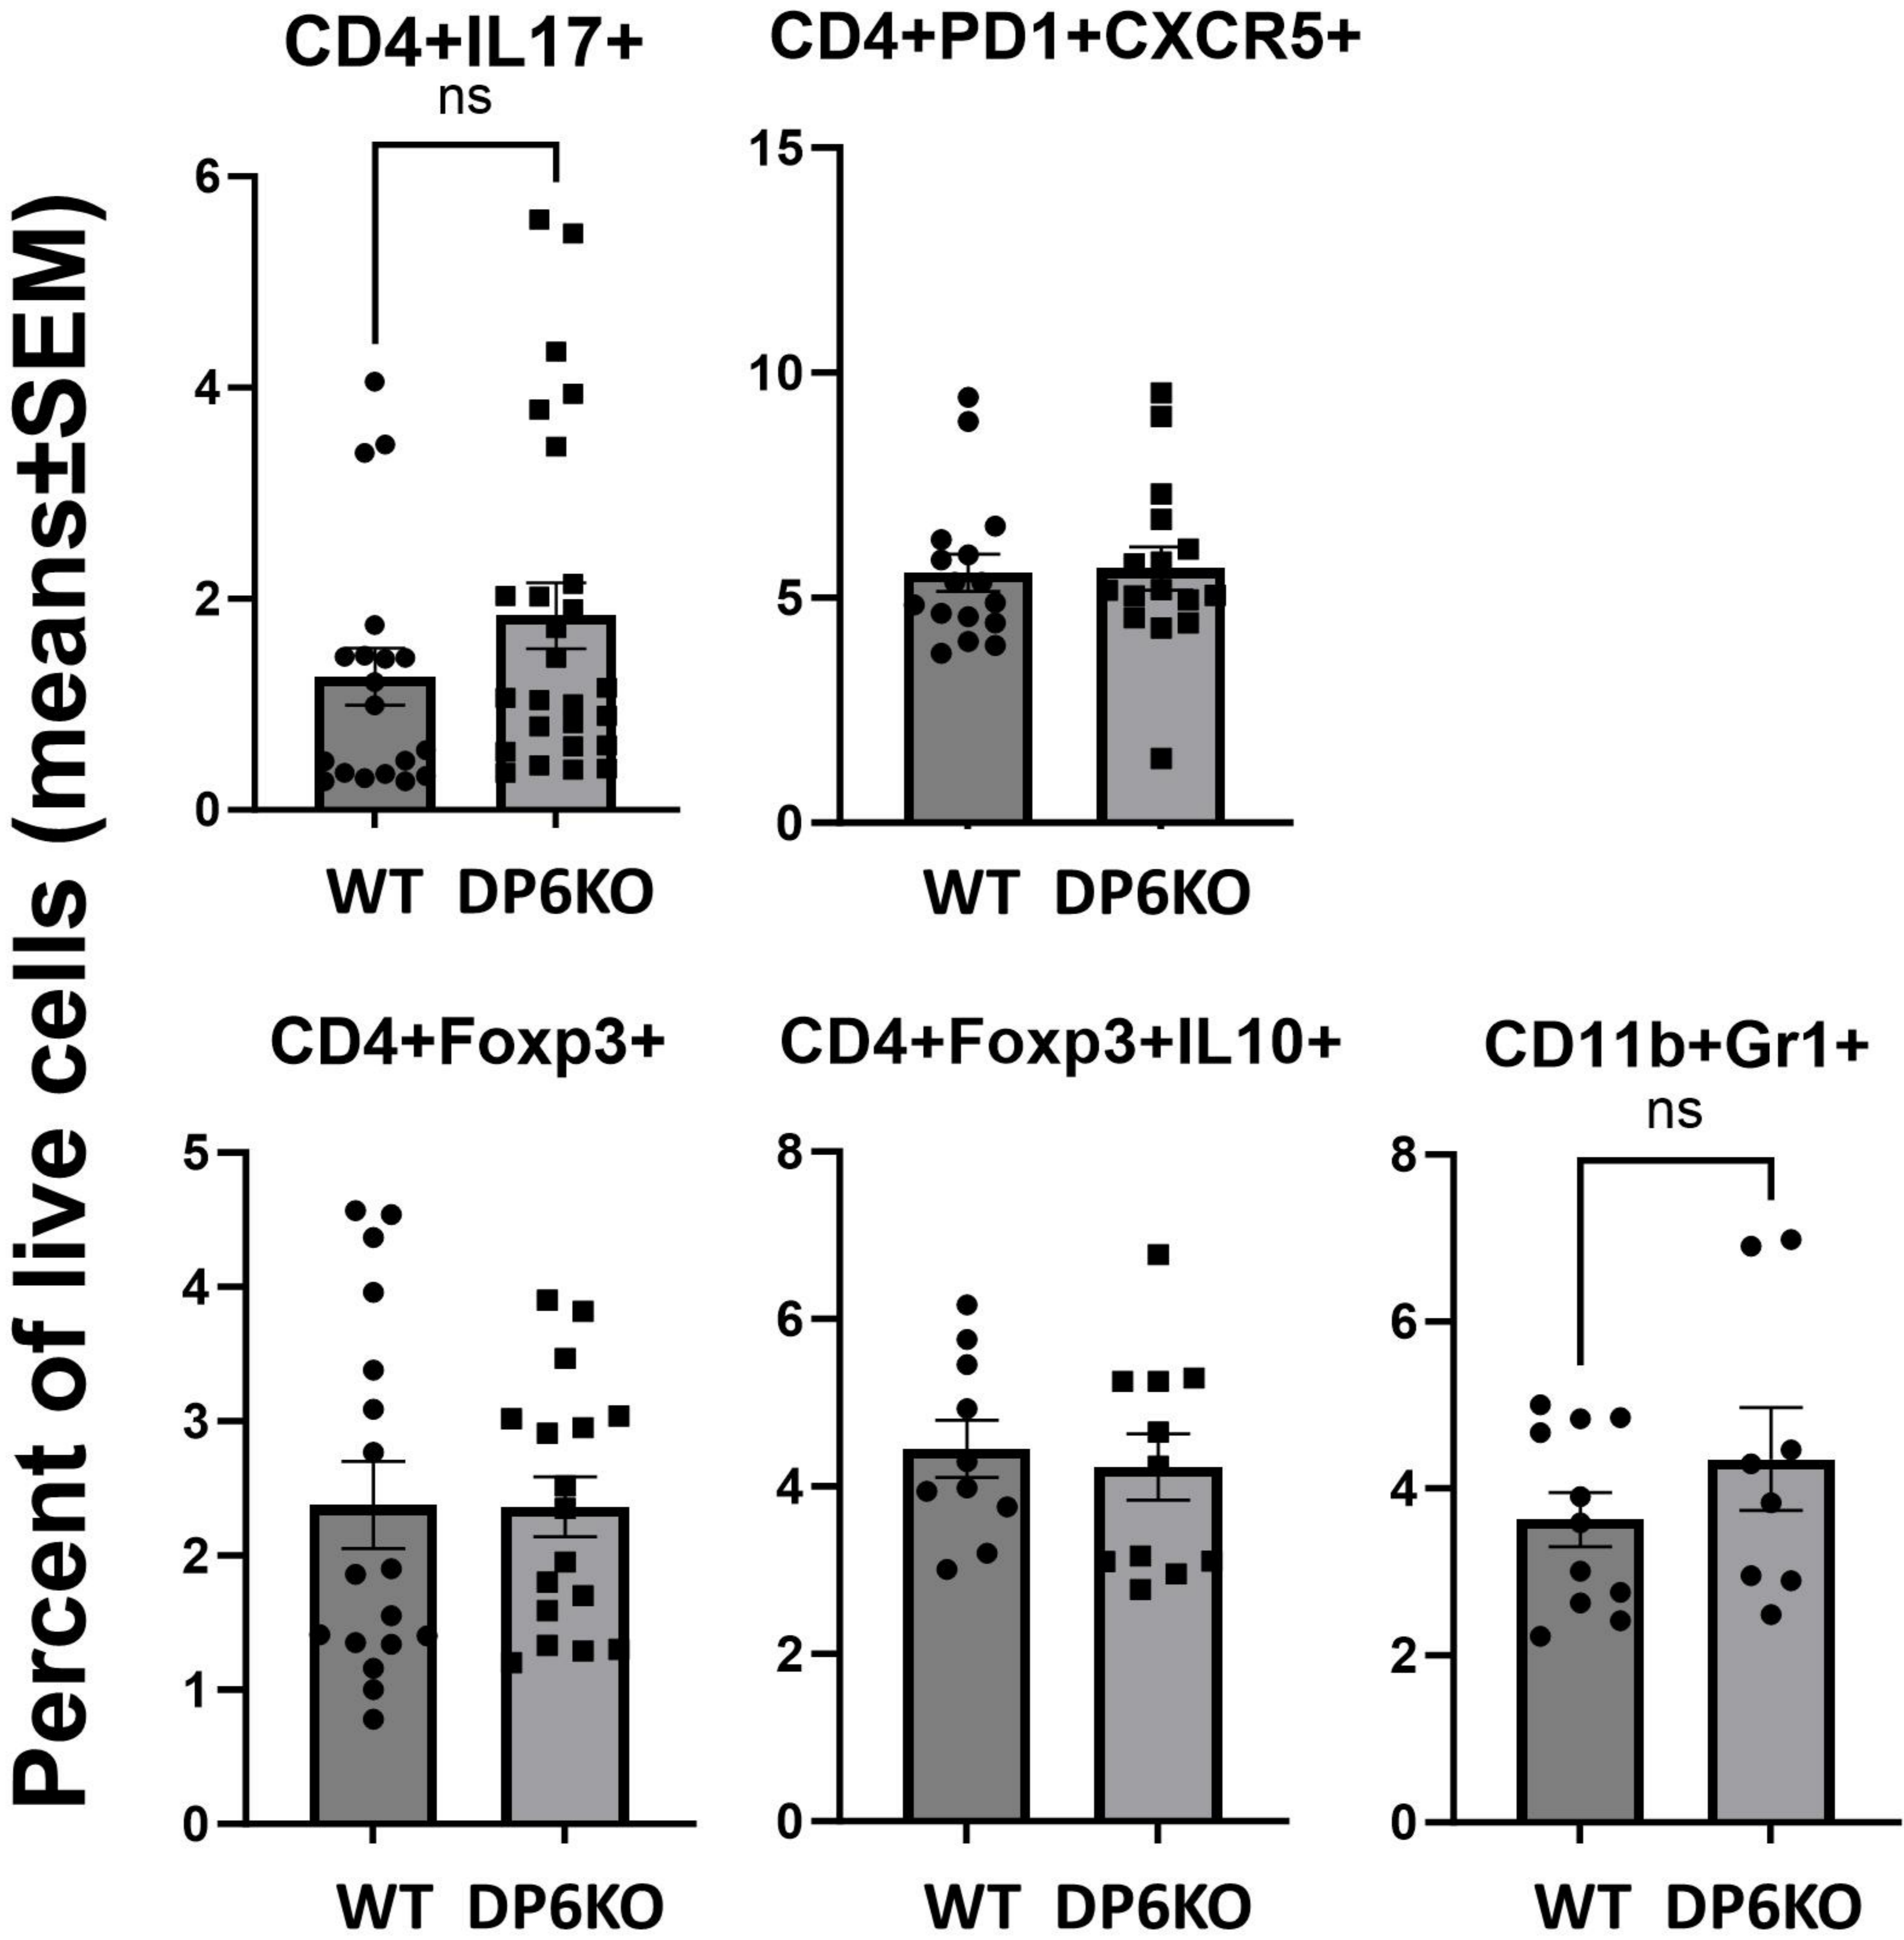

**Supplemental Methods 1.** Joint histology scoring system.

|       |   | <b>Synovial Inflammation<br/>(0-4)</b>                          | <b>Synovial Hyperplasia<br/>(0-3)</b>                                                                      | <b>Cartilage Erosion<br/>(0-4)</b> | <b>Bone Erosion<br/>(0-4)</b> |
|-------|---|-----------------------------------------------------------------|------------------------------------------------------------------------------------------------------------|------------------------------------|-------------------------------|
| Score | 0 | No inflammatory cells                                           | Normal (no inflammatory cells in the joint cavity)                                                         | no loss                            | Normal                        |
|       | 1 | Mild infiltration of inflammatory cells in periarticular tissue | Mild synovial hypertrophy (< 5 cell layers) with few inflammatory cells                                    | <10% loss                          | Minimal erosion               |
|       | 2 | Mild inflammation/edema                                         | Moderate synovial hypertrophy (< 20 cell layers) with accumulation of inflammatory cells into joint cavity | 10-50% loss                        | Multiple erosion              |
|       | 3 | Marked infiltration/edema                                       | Joint cavity totally filled with inflammatory cells                                                        | 50-80% loss                        | Cells enter bone (minimal)    |
|       | 4 | Severe infiltration/edema                                       |                                                                                                            | 80-100% loss                       | Cells enter bone (marked)     |

# Method

## Sample Quality Control

Please refer to QC report for methods of sample quality control.

## Library Construction, Quality Control and Sequencing

Messenger RNA was purified from total RNA using poly-T oligo-attached magnetic beads. After fragmentation, the first strand cDNA was synthesized using random hexamer primers, followed by the second strand cDNA synthesis using either dUTP for directional library or dTTP for non-directional library.

For the non-directional library, it was ready after end repair, A-tailing, adaptor ligation, size selection, amplification, and purification(**Figure A**).

For the **directional** library, it was ready after end repair, A-tailing, adaptor ligation, size selection, **USER enzyme digestion**, amplification, and purification(**Figure B**).

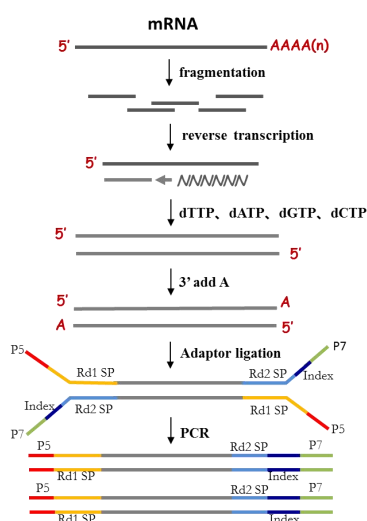

Figure A Workflow of non-directional library construction

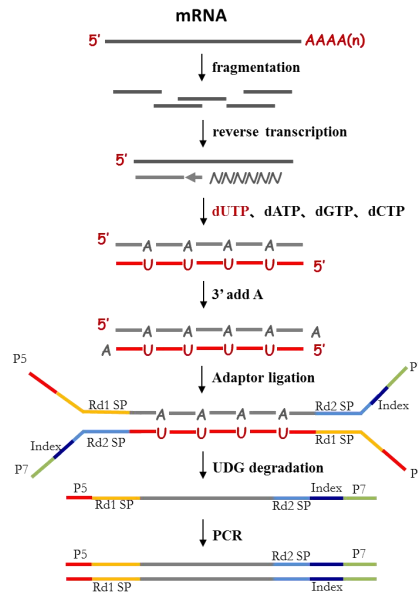

Figure B Workflow of directional library construction

The library was checked with Qubit and real-time PCR for quantification and bioanalyzer for size distribution detection. Quantified libraries will be pooled and sequenced on Illumina platforms, according to effective library concentration and data amount.

### Clustering and sequencing

The clustering of the index-coded samples was performed according to the manufacturer's instructions. After cluster generation, the library preparations were sequenced on an Illumina platform and paired-end reads were generated.

## Data Analysis

### Quality control

Raw data (raw reads) of fastq format were firstly processed through in-house perl scripts. In this step, clean data (clean reads) were obtained by removing reads containing adapter, reads containing ploy-N and low quality reads from raw data. At the same time, Q20, Q30 and GC content the clean data were calculated. All the downstream analyses were based on the clean data with high quality.

### Reads mapping to the reference genome

Reference genome and gene model annotation files were downloaded from genome website directly. Index of the reference genome was built using Hisat2 v2.0.5 and paired-end clean

reads were aligned to the reference genome using Hisat2 v2.0.5. We selected Hisat2 as the mapping tool for that Hisat2 can generate a database of splice junctions based on the gene model annotation file and thus a better mapping result than other non-splice mapping tools.

### **Quantification of gene expression level**

featureCounts v1.5.0-p3 was used to count the reads numbers mapped to each gene. And then FPKM of each gene was calculated based on the length of the gene and reads count mapped to this gene. FPKM, expected number of Fragments Per Kilobase of transcript sequence per Millions base pairs sequenced, considers the effect of sequencing depth and gene length for the reads count at the same time, and is currently the most commonly used method for estimating gene expression levels.

### **Differential expression analysis**

*(For DESeq2 with biological replicates)* Differential expression analysis of two conditions/groups (two biological replicates per condition) was performed using the DESeq2 R package (1.20.0). DESeq2 provide statistical routines for determining differential expression in digital gene expression data using a model based on the negative binomial distribution. The resulting P-values were adjusted using the Benjamini and Hochberg's approach for controlling the false discovery rate . Genes with an adjusted P-value  $\leq 0.05$  found by DESeq2 were assigned as differentially expressed.

*(For edgeR without biological replicates)* Prior to differential gene expression analysis, for each sequenced library, the read counts were adjusted by edgeR program package through one scaling normalized factor. Differential expression analysis of two conditions was performed using the edgeR R package (3.22.5). The P values were adjusted using the Benjamini & Hochberg method. Corrected P-value of 0.05 and absolute foldchange of 2 were set as the threshold for significantly differential expression.

### **Enrichment analysis of differentially expressed genes**

Gene Ontology (GO) enrichment analysis of differentially expressed genes was implemented by the clusterProfiler R package, in which gene length bias was corrected. GO terms with corrected Pvalue less than 0.05 were considered significantly enriched by differential expressed genes. KEGG is a database resource for understanding high-level functions and

utilities of the biological system, such as the cell, the organism and the ecosystem, from molecular-level information, especially large-scale molecular datasets generated by genome sequencing and other high-through put experimental technologies (<http://www.genome.jp/kegg/>). We used clusterProfiler R package to test the statistical enrichment of differential expression genes in KEGG pathways. The Reactome database brings together the various reactions and biological pathways of human model species. Reactome pathways with corrected Pvalue less than 0.05 were considered significantly enriched by differential expressed genes. The DO (Disease Ontology) database describes the function of human genes and diseases. DO pathways with corrected Pvalue less than 0.05 were considered significantly enriched by differential expressed genes. The DisGeNET database integrates human disease-related genes. DisGeNET pathways with corrected Pvalue less than 0.05 were considered significantly enriched by differential expressed genes. We used clusterProfiler software to test the statistical enrichment of differentially expressed genes in the Reactome pathway, the DO pathway, and the DisGeNET pathway.

### **Gene Set Enrichment Analysis**

Gene Set Enrichment Analysis (GSEA) is a computational approach to determine if a pre-defined Gene Set can show a significant consistent difference between two biological states. The genes were ranked according to the degree of differential expression in the two samples, and then the predefined Gene Set were tested to see if they were enriched at the top or bottom of the list. Gene set enrichment analysis can include subtle expression changes. We use the local version of the GSEA analysis tool <http://www.broadinstitute.org/gsea/index.jsp>, GO, KEGG, Reactome, DO and DisGeNET data sets were used for GSEA independently.

### **SNP analysis**

GATK (v4.1.1.0) software was used to perform SNP calling. Raw vcf files were filtered with GATK standard filter method and other parameters (cluster:3; WindowSize:35; QD < 2.0 ; FS > 30.0; DP < 10).

### **AS analysis**

Alternative Splicing is an important mechanism for regulate the expression of genes and the

variable of protein. rMATS(4.1.0) software was used to analysis the AS event.

### **PPI analysis of differentially expressed genes**

PPI analysis of differentially expressed genes was based on the STRING database, which known and predicted Protein-Protein Interactions.

### **Fusion Analysis**

Fusion gene refers to the chimeric gene formed by the fusion of all or part of the sequences of two genes, which is generally caused by chromosome translocation, deletion and other reasons. We used Starfusion software (1.9.0) to detect genes that are fused. Star-fusion is a software package uses fusion output results of STAR alignment to detect fusion transcripts, including SATR alignment, SATRfusion. predict, SATR-fusion.filter was used to correct the predicted results of Star-fusion to ensure the accuracy of the results.

How the deposited data were processed for this re-analysis (not part of the article)

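RNA of spleens from 5 DUSP6 KO and 5 WT male mice at day 9 of KSIA was sequenced by a service provider, with 1 library per mouse. According to the supplementary methods, the authors aligned paired-end reads with Hisat2, counted them per gene with featureCounts, computed FPKM from the count and the gene length, tested the counts with DESeq2 and tested GO terms with clusterProfiler. The authors deposited the FPKM values, with a length in bases for each of 54532 genes, and these were the only values used. Whether the counting used the strand is not stated in the paper's text, so genes that overlap another gene, such as Gm15915, Utp14b and Gm13092, and pseudogenes with a near-identical parent gene, such as Gm9855, are uncertain. Replicates carry the animal numbers of the sample labels.

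In each library the product of FPKM and gene length was a whole multiple of a single step (100% of values within 0.001 of a read), and reads were recovered by dividing by it. Recovered reads gave the depth per library (14990474 to 19822673), the limit of 3 reads under which a group counts as not expressed, and the alternative with limma voom. A fold change against a group at or under that limit was computed against the limit and is a lower bound. The DESeq2 test of the authors was not repeated on these values.

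The main test was limma 3.58.1 in R 4.3.3 (lmFit, eBayes with trend) on log2(FPKM + 0.1), for the 21296 genes with a mean FPKM of at least 0.1 over the 10 libraries, with Benjamini-Hochberg adjustment and a threshold of 0.05. Single genes and list means were also compared by two-sided exact permutation tests of the 5 against 5 values. Gene lists were tested with limma's camera (preset correlation 0.01), with fry and camera with an estimated correlation as alternatives, and 16 lists were tested: ERK targets and feedback genes, immediate early genes, interferon-induced genes, and genes of neutrophil progenitors, neutrophil secondary granules, mature neutrophils, basophils and mast cells, megakaryocytes and platelets, plasma cells, B cells, T cells, erythroid cells, splenic macrophages, stroma, mesothelium and exocrine pancreas. GO terms were not tested for enrichment, since Tables S1 and S2 give only the members that the study called on these libraries. Pseudogenes were aligned to the GENCODE transcripts with blastn 2.17.0. Tables were drawn up with data.table 1.17.8, list tests used statmod 1.5.0, and figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

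The genes named are those of Table 1, of the text and of the labels of Figure 6C, 6 cytokine genes, and the 5 genes with the largest positive and the 5 with the largest negative log2 fold change among those with an adjusted p of 0.05 or less and no overlap between the groups. Wdfy1, the remaining gene with an adjusted p of 0.05 or less, falls outside this rule and was added after its values were seen. Single members of GO terms and gene lists, and the genes listed by position or by mouse in the closing section, were named after their values were seen. The samples, the design, the gene lists and the alternatives were set before the data were examined. The alternatives were pseudocounts of 1 and 0.01, a minimum mean FPKM of 1 and no filter, eBayes without trend and with a robust trend, array weights, quantile normalization, median centring, rescaling without immunoglobulin, T cell receptor, haemoglobin and mitochondrial genes, limma voom, 2 other thresholds, 2 other list tests, lists without the genes of Tables S3 and S4, and leaving out each library in turn. A sex covariate was not run, since all 10 libraries were male.

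The test was tried on simulated data. With 200 of 20690 genes changed, 155 (77.5%) were recovered by the test on log2 FPKM and 158 (79%) by voom, with 15 and 7 false calls. With no gene changed, 3 and 0 genes were called among 20652. A change of 4-fold was recovered for 90% of 100 genes by the test on log2 FPKM. The changed genes were drawn only from those with a mean of at least 1 FPKM, and counts were simulated independently for each gene. The recovery rates therefore do not cover genes with lower values or spleens in which many genes vary together.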

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

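The tests of a mislabelled library, of pancreas tissue and of DNA that differs among the mice were chosen after the results were seen. Groups of 5 values were examined for 49 named genes, the means of 16 gene lists, the read totals and the shares of immunoglobulin and haemoglobin reads, in DUSP6 KO and in WT. Of the 136 groups, 6 had no spread. In 14 of the other 130, 1 library lay far from the other 4, by Dixon's gap ratio above 0.71, where chance gives about 6.5. DUSP6 KO replicate 21 accounts for 6 of the 14, WT replicates 67 and 83 for 2 each.

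In 3 of these cases the ratio was 1 because the other 4 libraries were at 0 reads, and the remaining library held only 1 or 2 reads: Rbm44 in DUSP6 KO (2 reads in replicate 21), Ifi44l in WT (1 read in replicate 83) and 4930597A21Rik in WT (2 reads in replicate 67). Il6 also rests on few reads, with 11 in WT replicate 83 (ratio 0.806) and 0 in DUSP6 KO replicate 26 (ratio 0.722). Such values are at the limit of counting at this depth, and no biological explanation was tested.

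DUSP6 KO replicate 21 was within the WT range for several named genes on which the other 4 DUSP6 KO libraries lay outside it. Of these, 4930597A21Rik, at 0.0737 FPKM against 2.25 to 3.97 in the other 4 (ratio 0.826), and Amd2, at 0.559 against 3.15 to 4.80 (ratio 0.794), passed Dixon's value. Gbp2b, at 0.292 against 3.84 to 10.2, Hist1h2al, at 0 reads against 2.18 to 9.17 FPKM, and Utp14b, at 1.13 against 0.424 to 0.601, had the same pattern with a ratio under it. Its Gm18666 was lower than in the other 4, at 0.483 against 1.20 or more (ratio 0.793), but above every WT library. It also had the lowest Tdg of its group, at 1.21 FPKM against 1.66 to 1.85 (ratio 0.734), and the highest Il1b, at 35.0 against 11.1 to 15.4 (ratio 0.714). A mislabelled library is argued against by Dusp6 itself, at 0.624 FPKM in this library where the lowest WT library had 16.6. Its depth, 17298955 reads, was the median of its group. Leaving it out raised the genes with an adjusted p of 0.05 or less from 8 to 21 higher and from 7 to 13 lower.

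DUSP6 KO replicate 01 had no read of BC018473 where the others had 5.30 to 13.9 FPKM (ratio 0.807), and DUSP6 KO replicate 73 had 3.50 FPKM of Gm7993 against 26.1 to 51.2 (ratio 0.746), still above every WT library. A candidate explanation for these genes is DNA that differs among the DUSP6 KO mice. Counting genes that were beyond the WT range by a log2 gap of at least 1 in 4 DUSP6 KO libraries and within it in the other gave 31 genes, against 21 with the roles of the groups swapped, and DUSP6 KO replicate 21 was the library at the WT level for 15 of them. Of the 100 splits drawn, the splits other than the real one gave 9 to 30 such genes. If such DNA were the cause, neighbouring genes should have the same mouse at the WT level. Of 8 pairs within 5 Mb, 7 shared the mouse, against 2.27 on average when mice were shuffled over genes (permutation test, p = 0.019). However, 6 of those pairs come from 4 genes on chromosome 11 between 115020728 and 116775507 (Cd300ld4, Gm11735, BC018473 and St6galnac1), 3 of which adjoin. After that result was seen, adjoining genes with the same mouse were taken as 1, which left 3 pairs, of which 2 shared the mouse, against 0.919 when shuffled (permutation test, p = 0.21). The 2 counts differ in outcome and the pairs are few, so this explanation cannot be told apart from chance. No genotypes were analysed here.

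Of the WT libraries, replicate 67 held 18422147 reads, against 15611652 to 16348136 in the other WT libraries (ratio 0.738). WT replicate 77 had 0.745 FPKM of Adcy1 against 0.318 to 0.388 (ratio 0.781). The depth is divided out in FPKM, and leaving out WT replicate 67 gave 8 higher and 9 lower genes at an adjusted p of 0.05 or less. WT replicate 67 also held 339319 reads (1.84% of its total) of 8 exocrine pancreas genes and WT replicate 65 held 3810, against 2 to 8 in each of the other 8 libraries. These 2 libraries held 99.99% of all reads of the list, which fits pancreas tissue taken along with the spleen in those libraries. Ctrb1, the gene of the list with the largest mean, was at 1198 ± 2645 FPKM (SD, n = 5) in WT.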

How the results depend on the processing

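No paired analysis was possible because the DUSP6 KO and WT mice share only the animal number 73. A sex covariate was not run because all libraries were male.

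Dusp6, Tdg, Gm15915, Map3k19, Ifi44, Ifi44l, Il22ra2, Lyz1, Gm9855 and Gm13092 kept their direction and an adjusted p of 0.05 or less under every alternative that tested them and with each library left out. The other 5 genes with an adjusted p of 0.05 or less did not. Lta4h and Wdfy1 were lost without the trend and in 7 of the 10 fits that left out a library, Gm26393 in 6 and Gm14843 in 1 (without WT replicate 83). Gm18666 was lost in 9 of these fits and also with pseudocounts of 1 and 0.01, without a filter, without the trend, with median centring and with voom. Gm26393 and Gm14843, which have few reads, were also lost with a pseudocount of 1 and with voom. Every alternative used the same counted reads, so the reads of Tdg, Gm9855 and Gm13092 stay uncertain under all of them.

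At an adjusted p of 0.05 or less, 8 genes were higher and 7 lower. A minimum mean FPKM of 1, which leaves 13422 genes to test, gave 4 lower genes, and at an unadjusted p under 0.05 it gave 349 higher and 409 lower genes in place of 559 and 646. Array weights gave 13 higher genes. Across the 10 fits that each left out a library, the higher genes numbered from 6 to 21 and the lower genes from 4 to 13. The highest counts came without DUSP6 KO replicate 21 and the lowest without WT replicate 83, which gave 6 and 4. The cause was not tested. Limma voom gave 7 higher and 8 lower genes, of which 12 are shared with the 15 above. No scaling moved the median log2 fold change of all genes by over 0.1. The balance of higher and lower genes at an unadjusted p under 0.05 was not stable. Higher genes outnumbered lower genes with quantile normalization (650 and 574) and without DUSP6 KO replicate 26 (643 and 619), DUSP6 KO replicate 01 (509 and 489), WT replicate 67 (561 and 559) or WT replicate 83 (552 and 513), and lower genes were most in excess without DUSP6 KO replicate 21 (564 and 934).

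Members of the GO terms with an unadjusted p under 0.05 numbered from 42 to 74 of the higher genes (lowest without DUSP6 KO replicate 21) and from 27 to 46 of the lower genes (lowest without DUSP6 KO replicate 01, and 32 without WT replicate 73) when a library was left out. Among the named genes, 12 results were weaker and 11 stronger under the other alternatives, and 30 were weaker and 11 stronger when a library was left out.

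The gene lists depended on the test. Camera with a preset correlation put 10 of the 16 lists past the threshold. With fry the number was 0 and with an estimated correlation it was 0, and the cause was not tested. The adjusted p of the ERK list (median log2 fold change 0.25) was then 0.058 and 0.14, that of secondary granule genes (−1.18) 0.19 and 0.27, that of neutrophil progenitor genes (−1.02) 0.21 and 0.29, and that of mature neutrophil genes (−0.61) 0.19 and 0.27. Leaving out the genes of Tables S3 and S4 also removes the members with the lowest p, since those tables were chosen by the change in these libraries, so a smaller remainder says nothing about stability. With this alternative 1 list passed, that of exocrine pancreas (camera adjusted p = 0.00098), which has 0 genes in those tables. The median log2 fold change was 0.15 for the ERK list (camera adjusted p = 0.29) and −0.37 for the mature neutrophil list (0.24). The lists of neutrophil progenitors and secondary granules, with 5 of 6 and 9 of 9 genes in those tables, gave no value.

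Some values near 0 changed sign when a library was left out: the median of the T cell list (from −0.11 to 0.15), of the erythroid list (from −0.13 to 0.59) and of the interferon-induced list (from −0.21 to 0.0032), and the log2 fold changes of Tnf (from −0.27 to 0.14), Il1b (from −0.16 to 0.25) and Il6 (from −0.38 to 0.0053, highest without WT replicate 83). Among the named genes tested and the gene lists, none of the alternatives other than leaving out a library changed the sign of a log2 fold change or of a list's median. Igfn1 and Il6 are under the filter and were fitted only without it, with all libraries and with each library left out, and the other alternatives were not run for them. The log2 fold change of Igfn1 stayed between 0.98 and 1.13 when a library was left out, and its limma adjusted p between 0.064 and 0.36. Il22 has no reads, so the alternatives give no value for it.

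At 14990474 to 19822673 reads per library, a group at or under 3 reads gives at most a lower bound on a fold change. This limits Ifi44l, Igfn1, 4930597A21Rik, BC018473 and Hist1h2al, at that limit in WT, and Rbm44 and Il6, at it in DUSP6 KO. No fold change or bound is given for Gm14843, Gm26393 and Il22. The fitted log2 fold changes of such genes depend on the pseudocount.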

Differences from the paper's values

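The paper's Tables S3 and S4 hold 74 higher and 37 lower genes with an adjusted p of 0.05 or less, and limma on log2 FPKM gave 8 and 7. None of the alternatives set before the data were examined came within 1.5 times of the paper's counts. The closest was the fit without DUSP6 KO replicate 21, with 21 and 13 genes, of which 20 and 8 are among the paper's.

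For Map3k19, the paper's log2 fold change is −4.46 and the value here is −3.25. With a pseudocount of 0.01 it was −4.32 and with limma voom on the recovered reads −4.44, both within the replicate SD of the paper's value, and the other alternatives set before the data were examined did not come within it. For Lum, the paper's value is −2.48 and the value here is −1.57. A pseudocount of 0.01 (−2.20) and voom (−2.22) came near the paper's value. Leaving out DUSP6 KO replicate 21 (−1.68), WT replicate 65 (−1.68), WT replicate 77 (−1.67) or WT replicate 83 (−1.80) moved it little and left it just within the replicate SD of the paper's value, and the others did not come within it. For Gm18666, the paper's value is 3.42 and the value here is 2.61. It was 3.77 with a pseudocount of 0.01 and 3.34 with voom. Leaving out DUSP6 KO replicate 21 (2.86) or WT replicate 83 (2.81) moved it little and left it just within the replicate SD of the paper's value, and the others did not come within it.

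The paper names Spry1, Spry2, Spry4 and Igfn1 among the genes with the most significantly increased expression, and here their adjusted p was 0.24, 0.46, 0.37 and 0.12. The paper's own adjusted p for Spry2 in Table S3 is 0.116. No alternative brought Spry1, Spry2 or Spry4 to 0.05, and Igfn1, fitted only without a filter, did not reach it with any library left out. It names Dusp11, Vcan, Lum and Utp14b among the most significantly decreased. Here Dusp11 ranked 161 among the lower genes, with an adjusted p of 0.64, and the paper's own adjusted p for it in Table S4 is 0.524. Lum ranked 69. Vcan was called with voom and Utp14b without DUSP6 KO replicate 21.

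Other genes that the paper lists and that were not called here were called under single alternatives. Fmod was called with voom. Cep83os was called with voom, a pseudocount of 1, array weights, quantile normalization and without DUSP6 KO replicate 21. Mcpt4 was called with a pseudocount of 1, array weights and without DUSP6 KO replicate 73. Array weights also called Igkv14-126, Gm7993 and 4930597A21Rik. Without DUSP6 KO replicate 21, Igkv14-126, 4930597A21Rik, Gbp2b, Amd2 and Hist1h2al were called. Gm7993 was called without DUSP6 KO replicate 73, Sparc without DUSP6 KO replicate 26 and BC018473 without DUSP6 KO replicate 01.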

Other observations

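The tests of genes near Dusp6, which were prompted by the positions of genes in the paper's Table 1, of neighbouring genes, and of the splits for gene lists were chosen after the results were seen.

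Several of the genes called lie near Dusp6. Within 20 Mb of Dusp6 on chromosome 10, 4 of 374 genes (1.07%) other than Dusp6 had an adjusted p of 0.05 or less (Gm15915, Lta4h, Lyz1 and Tdg), against 10 of 20921 (0.0478%) on the rest of the genome (Fisher's exact test, p = 8.2e-05). At an unadjusted p under 0.001, the shares were 1.60% (6 genes) and 0.268% (56 genes; Fisher's exact test, p = 0.00076). At an unadjusted p under 0.05, they were 8.29% and 5.61% (Fisher's exact test, p = 0.031). From 0.001 to 0.05 alone, they were 6.68% and 5.34% (Fisher's exact test, p = 0.25). That last set leaves genes out by their outcome, so it cannot decide the question. A candidate explanation is flanking DNA of the strain in which the allele was made, carried along with the targeted allele. Genes that prompted the test come from these same libraries and are counted in these shares, which are therefore not independent evidence. For that reason these shares cannot decide between flanking DNA and chance, and flanking DNA stays open. The paper lists the DUSP6 KO and C57BL/6J mice as separate purchased strains and mentions no littermate controls. Changes of the genes near Dusp6 thus cannot be credited to the loss of DUSP6 rather than to flanking DNA. Such DNA would not include Il22ra2 unless it extended 79.6 Mb. Genes are not independent replicates, and no genotypes were analysed here. Over the genome, 4 of the 14 calls other than Dusp6 had another call within 5 Mb, against 0.999 on average in 10000 random lists (permutation of the calls over the genes tested, p = 0.077). That count includes Gm15915 and Lta4h, which lie near Dusp6. Outside the 20 Mb window, 2 of 10 calls had another call within 5 Mb, against 0.499 on average (same permutation test, p = 0.23). Runs of DNA that differ between the groups at other places cannot be told apart from chance with so few calls, a reading that was softened after the result was seen.

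Tdg was lower and its pseudogene Gm9855 higher, which reads moving between the copies could give. In CPM, the reads of a gene scaled to library depth, Tdg fell from 43.2 ± 4.4 to 9.25 ± 1.17 and Gm9855 rose from 1.62 ± 0.40 to 18.5 ± 4.5 (SD, n = 5 each). The log2 fold change of their sum was still −0.71, beyond the largest SD of 0.28 (two-sided exact permutation test, p = 0.0079). A move of reads from Tdg to Gm9855 alone would leave the sum unchanged, so it is not the whole cause. Reads that match both copies and were left uncounted, or were counted at other copies, would also lower the sum. How such reads were handled is not stated in the paper's text. The sum therefore cannot show whether expression of Tdg fell, and shared reads may account for part or all of the change.

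Ifi44 and Ifi44l were higher in all 5 DUSP6 KO spleens, but a list of 12 other interferon-induced genes had a median log2 fold change of −0.14 (3 of 12 higher, camera adjusted p = 0.22), which argues against an interferon response as their cause. The 2 genes lie next to each other on chromosome 3.

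In 100 of the 126 splits of the 10 libraries into 5 and 5, the real split included, only the real one gave 15 genes with an adjusted p of 0.05 or less (1 of 100), and the others gave 0 to 4. At an unadjusted p under 0.05, 25 of the 100 splits gave as many genes as the real 1205, so a count of that size can arise from how the mice happen to differ. Camera put 10 lists past the threshold, and 11 of the 100 splits gave as many. These counts depend on which 100 splits are drawn, and earlier draws gave other counts, each above 5 of 100 for both. The mean of the ERK list differed by more in the real split than in all others (1 of 126), and so did that of the splenic macrophage list (1 of 126), each on raw values before adjustment over the 16 lists (0.063).

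The splenic macrophage list had a median log2 fold change of 0.38 (camera adjusted p = 3.8e-07, 9 of 11 genes higher), and 7 of its 11 genes are in Tables S3 and S4. Other lists past the camera threshold were those of megakaryocytes and platelets (−0.40), mesothelium (−1.38), plasma cells (−0.18), stroma (0.34) and exocrine pancreas (−4.34, or −10.80 with genes at the limit of 3 reads set to their bound). With a library left out, the medians nearest to 0 were, in this order, −0.25, −0.97, −0.080, 0.24 and −1.96. The plasma cell list did not pass camera without WT replicate 73 (camera adjusted p = 0.073), and the others passed in every such fit. The immediate early (0.12), basophil and mast cell (−0.70), B cell (−0.18), erythroid (0.24) and T cell (0.0086) lists did not pass. The median of the basophil and mast cell list hides opposite changes. Of its 7 genes tested, 2 were higher in DUSP6 KO, Mcpt4 (log2 fold change 2.40) and Tpsb2 (2.74). Prss34 (−2.13), Mcpt8 (−1.67), Ms4a2 (−0.996), Cpa3 (−0.34) and Fcer1a (−0.70) were lower. All but Cpa3 and Fcer1a had an unadjusted limma p under 0.05. These 5 passed when adjusted over the list alone, and 0 over all genes tested.

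The lower neutrophil granule genes may reflect 1 or 2 spleens with many granulocyte precursors. With each library left out in turn, the median log2 fold change of the secondary granule list stayed between −1.50 and −0.79, nearest to 0 without WT replicate 77, and camera stayed past its threshold. By the outcome set before the test was run, this would exclude a single library as the cause, and the reading was changed after the result was seen, because the exact permutation p of the list mean was 0.063 with all libraries and up to 0.13 with a library left out. The 2 explanations cannot be told apart with 5 mice per group. The paper states that neutrophil numbers did not differ between DUSP6 KO and WT mice.

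The paper measured cytokine proteins in serum and IL10-positive cells in spleen, and its Table S4 lists Il10 RNA as lower in DUSP6 KO spleens, with the paper's log2 fold change of −1.77 (the paper's adjusted p from DESeq2 is 0.625). In the analysis here, Il10 RNA was not higher in DUSP6 KO. It had 0.174 ± 0.176 FPKM in DUSP6 KO and 0.606 ± 0.392 FPKM in WT (SD, n = 5 each), a log2 fold change of −1.37 (two-sided exact permutation test, p = 0.071, 0.43 adjusted over 6 cytokine genes; limma adjusted p = 0.84), and 2 of 5 DUSP6 KO spleens were below every WT spleen. Il6, Tnf, Il1b and Ifng gave exact permutation p-values of 0.52, 0.75, 0.79 and 0.22. Il10 rests on at most 11 reads per library in DUSP6 KO and 23 in WT, so whole spleen RNA at this depth says little about a small group of cells.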
